# The plastid metalloprotease FtsH6 and small heat shock protein HSP21 jointly regulate thermomemory in *Arabidopsis*

**DOI:** 10.1038/ncomms12439

**Published:** 2016-08-26

**Authors:** Mastoureh Sedaghatmehr, Bernd Mueller-Roeber, Salma Balazadeh

## Abstract

Acquired tolerance to heat stress is an increased resistance to elevated temperature following a prior exposure to heat. The maintenance of acquired thermotolerance in the absence of intervening stress is called ‘thermomemory' but the mechanistic basis for this memory is not well defined. Here we show that *Arabidopsis* HSP21, a plastidial small heat shock protein that rapidly accumulates after heat stress and remains abundant during the thermomemory phase, is a crucial component of thermomemory. Sustained memory requires that HSP21 levels remain high. Through pharmacological interrogation and transcriptome profiling, we show that the plastid-localized metalloprotease FtsH6 regulates HSP21 abundance. Lack of a functional FtsH6 protein promotes HSP21 accumulation during the later stages of thermomemory and increases thermomemory capacity. Our results thus reveal the presence of a plastidial FtsH6–HSP21 control module for thermomemory in plants.

## Abstract (web summary)

Exposure of plants to heat can promote increased tolerance to subsequent heat stress. Here, the authors show that prolonged expression of *Arabidopsis* small heat shock protein HSP21 promotes this thermomemory effect and that HSP21 levels are regulated by the plastid metalloprotease FtsH6 during the memory period.

In their natural environment, plants are exposed to recurrent, sometimes irregular, environmental changes. Appropriate responses to environmental cues are required as plants cannot change their location on imposition of stress. Plants have an inherent ability to survive certain levels of stress (called basal tolerance), a characteristic that varies between species and genotypes. In addition, plants have the ability to acquire tolerance to otherwise lethal stresses and experimental evidence indicates the existence of a molecular ‘memory' that enables them to withstand stress better if previously confronted with the same or a similar type of stress^1^,^2^. Pre-exposure to stress, called priming, induces the configuration of a new cellular state (through molecular and biochemical recasting) that is different from the (pre-stress) naive situation and allows the plant to respond in a superior manner to subsequent stimuli (called triggering). The intervening time, during which plants experience a non-stress situation, is called the ‘memory' phase and can range from several hours to days, or even generations. However, the molecular machinery that underlies stress memory in plants is so far largely unknown.

An important environmental factor that often impairs plant growth, survival and productivity is heat. Heat stress affects the integrity of the proteome by causing misfolding and/or denaturation of proteins, thereby negatively affecting cell viability. Misfolded proteins are toxic to the cell and must be refolded, degraded or delivered to distinct quality control compartments that sequester potentially harmful misfolded proteins^3^.

Heat shock proteins (HSPs) are molecular chaperones that perform major roles in protecting the proteome against environmental stresses^4^. They are grouped into different families, based on their molecular masses: HSP70, HSP90, HSP100/ClpB (Hsp101) and small HSP (sHSP) families. SHSPs with a monomer molecular mass ranging from 12 to 42 kDa belong to an evolutionary conserved family harbouring a common α-crystallin domain located in the C-terminal part^5^. They occur in all eukaryotic organisms but are particularly abundant in plants, such as *Arabidopsis thaliana* and rice (*Oryza sativa*) which have 19 and 23 sHSPs, respectively, while there are 10 sHSPs in humans, 4 in *Drosophila melanogaster*, and 1 or 2 in bacteria^6^,^7^. The activity of sHSPs is independent of ATP and they are unable to refold non-native proteins, however, sHSPs provide immediate protection against unfavourable conditions by selectively binding to unfolded proteins and facilitating their subsequent refolding by other, ATP-dependent chaperones^6^,^7^,^8^,^9^,^10^. Hence, sHSPs play a critical role in the protein quality control system. Heat stress-induced expression of *HSP* genes is mainly controlled by heat shock transcription factors (HSFs) although other transcription factors also play a role^11^,^12^. In plants, sHSPs are targeted to different cellular compartments, including the cytosol, chloroplasts, mitochondria, and the endoplasmic reticulum^13^,^14^. Organelle-targeted sHSPs are unique to plants, the only known exception being mitochondrion-targeted sHSP22 in *Drosophila*^15^,^16^. Several sHSPs were shown to have important functions in the response of plants to heat stress and in acquired heat stress tolerance^6^,^10^,^17^.

The nuclear-encoded chloroplast protein HSP21 (monomer size 21 kDa, also known as HSP25.3-P (ref. 18)) is a plastid-localized sHSP in *Arabidopsis*^19^. It harbours a unique region towards its N terminus with several conserved methionine residues proposed to recognize hydrophobic stretches in partially unfolded proteins, and is mainly associated with thylakoid membranes^20^,^21^. Under conditions of oxidative stress the methionines are oxidized, and this process is reversed by a plastid-localized methionine sulfoxide reductase, which restores the chaperone activity of HSP21 (ref. 22). Under optimal growth conditions, *HSP21* expression is largely restricted to pollen grains but its expression rapidly and strongly increases in most organs on high-temperature stress^21^,^23^. Overexpression of *HSP21* in transgenic *Arabidopsis* plants enhances tolerance towards heat stress when imposed together with high light, a combination known to cause oxidative stress, while thermotolerance was not significantly altered in a low-light regime^19^; however, HSP21 is essential for chloroplast and early seedling development in the presence of heat stress^21^. In tomato (*Solanum lycerpersicum*), HSP21 was reported to protect photosystem II (PSII) on exposure of the plant to excessive temperature^24^.

Expression of *HSP21* is controlled by Heat shock factor A2 (HsfA2), a master transcriptional regulator of thermomemory in *Arabidopsis*. and the *hsfa2* knockout mutant is defective in thermomemory^25^. *HSP21* transcript is absent 24 h after heat priming in the *hsfa2* mutant while it is still highly abundant in wild-type plants. Absence of *HSP21* transcript is also evident in the *rof1* knockout mutant whose defective thermomemory phenotype resembles that of *hsfa2* (ref. 26). *ROF1* (*AtFKBP62*) encodes an FK506-binding protein-type peptidyl prolyl *cis*/*trans* isomerase. Similar to HsfA2, ROF1 is required for extending the duration of acquired thermotolerance (thermomemory), but not for its induction^26^.

Besides chaperones, proteases play a regulatory role in maintaining proteome homoeostasis in most subcellular compartments. Four major families of proteases; Clp, FtsH, DegP (in chloroplasts) and Lon protease (in chloroplasts and mitochondria)^27^, have been characterized in *Arabidopsis* and act as central elements of chloroplast and mitochondrial protein quality control systems^28^.

A relatively well-characterized family of proteases is the FtsH (filamentation temperature sensitive) family. FtsH proteases consist of an N-terminal transmembrane domain followed by a hydrophilic region containing an AAA (ATPase associated with various cellular activities) and a protease domain belonging to the M41 peptidase family, which carries a zinc-binding motif and therefore is categorized into the family of zinc metalloproteases^29^,^30^,^31^. Most bacteria have a single gene encoding FtsH, while 12 *FtsH* genes are present in the genome of *Arabidopsis thaliana*. In *Arabidopsis*, three proteins (FtsH3, FtsH4 and FtsH10) are targeted to mitochondria, eight (FtsH1, FtsH2, FtsH5 to FtsH9 and FtsH12) enter the chloroplast, while FtsH11 is dually targeted to both mitochondria and chloroplasts^27^,^28^,^29^,^32^,^33^. In addition, four proteolytically inactive FtsHs (designated as FtsHi) are targeted to chloroplasts^34^. FtsH6 has high-sequence similarity to FtsH2 and FtsH8 (refs 32, 35). Involvement of FtsH6 in degradation of the PSII light harvesting proteins Lhcb1 and Lhcb3 during dark-induced senescence or high-light treatment has been demonstrated *in vitro*^36^, however, additional studies have so far not revealed an *in vivo* function of FtsH6 in high light acclimation or any other biological process^32^,^35^. Notably, *FtsH6* is expressed at very low levels in plants grown at normal growth temperature, but is highly induced after heat treatment in *Arabidopsis* (Arabidopsis eFP Browser; http://bar.utoronto.ca/efp_arabidopsis) and other species across the plant kingdom including the dicot crops rapeseed (*Brassica napus*^37^) and tomato (*Solanum lycopersicum*^38^), and the monocot crops wheat (*Triticum aestivum*^39^) and sorghum (*Sorghum bicolor*^40^). Thus, heat inducibility of *FtsH6* expression appears to be evolutionary conserved in plants suggesting an important role of this metalloprotease in the response to heat stress.

Here we show that the sole plastidic sHSP, HSP21, plays a crucial role in extended thermomemory in *Arabidopsis*. We provide evidence that the ability to maintain high levels of HSP21 protein after priming determines the duration of memory in genetically modified plants as well as natural accessions of *Arabidopsis* with contrasting thermomemory capacity. Furthermore, we show that HSP21 abundance during the memory phase is negatively regulated by heat-induced plastid-localized metalloprotease FtsH6. Our results thus demonstrate the presence of a plastidial FtsH6–HSP21 control module for thermomemory in plants.

## Results

### Identification of thermomemory-associated genes

To study thermomemory, 5-day-old seedlings of *Arabidopsis* Col-0 plants were subjected to an established thermomemory protocol (see Methods; Fig. 1a). Seedlings of both primed and unprimed plants became pale green and turned white after 4 days of heat stress/triggering stimulus. However, 7 days after the triggering, primed but not unprimed plants started to generate new leaves and grow further (Fig. 1a). 

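Transcripts were measured in whole Col-0 seedlings at 4, 8, 24 and 48 h into the memory phase and in unprimed seedlings harvested at the same times. The priming treatment, given to 5-day-old seedlings, consisted of 1.5 h at 37 °C, a recovery of 1.5 h at 22 °C and 45 min at 44 °C. Heat was applied in the dark, and the paper does not state whether unprimed seedlings were darkened alike. Each of the 8 conditions was represented by 1 Affymetrix ATH1 array, hybridized with probe made from 3 μg of total RNA of a pool of about 160 seedlings. With 1 array per condition, the spread between replicate pools is not known and no difference at a single time point can be tested. The submitters' processing notes name GCRMA and RMA as normalization tools, and the deposited values are on a log2 scale that begins at 2.00. The medians of the 8 arrays lay between 6.99 and 7.08. Between 26.3 and 26.9% of the probe sets of each array were at the floor of the scale (within 0.05 of 2.00), where a transcript cannot be told from background, and the difference from an array at the floor is limited by it. The log2 value of the unprimed array was subtracted from that of the primed array of the same time point for 22746 probe sets, after 64 control probe sets had been left out. Of the 22746, 21194 are assigned to exactly 1 gene, and genes are named only from these. In addition, limma was used to test the mean effect of priming over the 4 time points, with the time point as a block, and the difference between the effect at 4 and 8 h and that at 24 and 48 h. Time points are not replicates, so the standard errors and p-values of the mean effect also hold changes of the effect over time. The unprimed arrays of 24 and 48 h served as a reference for differences that are not due to priming. By their labelled times they share the hour of the day and differ by 1 day of age. The actual hours of harvest are not given. Lists of genes by function, the rule for naming genes and the alternative settings were fixed before the data were examined, although the values of Supplementary Data 1 and 2 had been seen.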

To identify genes associated with thermomemory, we performed transcript profiling using Affymetrix ATH1 microarrays comparing Col-0 seedlings 4, 8, 24 and 48 h after the priming stimulus (that is, during the memory phase) with control plants (unprimed). 

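Transcripts differed most between primed and unprimed seedlings early in the memory phase. At 4 h, 2128 probe sets were at least 2-fold higher and 2258 at least 2-fold lower in primed seedlings, and at 48 h 170 were higher and 212 lower. At all 4 time points, 69 probe sets were at least 2-fold higher and 25 at least 2-fold lower. Small HSPs, chaperones that hold unfolded proteins, had the largest mean differences. They were followed by AT1G72660, annotated as a GTP-binding protein, with log2 differences of 8.58, 7.86, 5.60 and 4.82 at 4, 8, 24 and 48 h. GOLS1, a galactinol synthase of the raffinose pathway, was higher by 7.34, 7.54, 6.53 and 3.85 on the log2 scale. Among probe sets of a single gene that were lower at all 4 time points, the lowest mean difference was that of AT1G31690, annotated as a copper amine oxidase, with log2 differences of -3.70, -5.52, -4.32 and -1.40. CRA1, which encodes a seed storage protein, gave -3.72, -1.98, -5.20 and -3.50. For AT1G66100, annotated as a thionin, the difference was -2.03 at 4 h and -5.88 at 48 h. SUS4, a sucrose synthase, gave -3.72 at 8 h and -3.75 at 24 h, and FTM1, a stearoyl-ACP desaturase, gave -3.05 and -1.76. At 8 h, the lowest values were those of LOX2, a lipoxygenase of jasmonate synthesis (-7.77), the phosphatase genes PS2 (-6.52) and PEPC1 (-6.25), and the methyl esterase gene MES18 (-6.40).

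**Figure D1:**
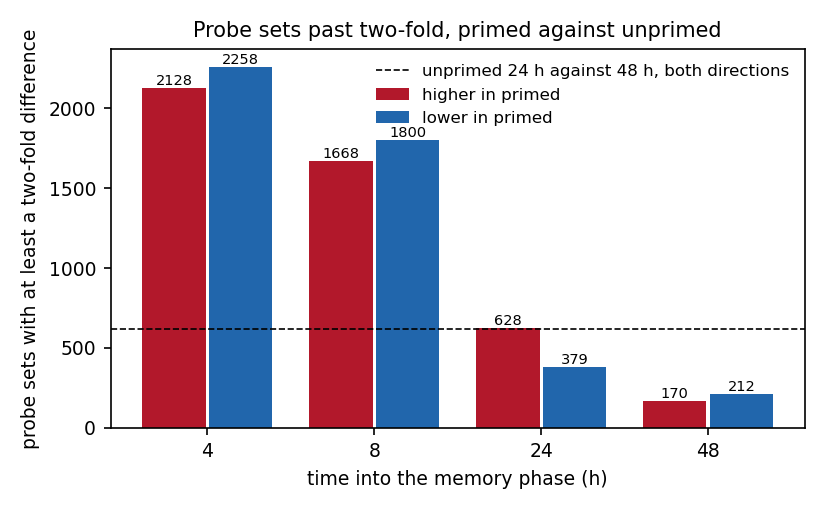
Number of probe sets with at least a 2-fold difference between primed and unprimed seedlings (vertical axis) at each time into the memory phase in h (horizontal axis), as bars for higher and lower values in 1 primed array against 1 unprimed array. The dashed line marks the 619 probe sets that differ in either direction between the unprimed arrays of 24 and 48 h; at 48 h the bars of 170 and 212 together lie below it.

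The unprimed arrays of 24 and 48 h differed at least 2-fold in 619 probe sets, compared with 382 for primed against unprimed seedlings at 48 h; the counts at 48 h became 274 higher and 272 lower with the mean of the 4 unprimed arrays as the control, and 132 and 112 without dim probe sets. The mean priming effect passed an adjusted p of 0.05 from limma for 0 of 22746 probe sets, and 984 positive and 1045 negative effects had an unadjusted p under 0.05; leaving out the 48 h pair of arrays gave 164 probe sets higher and 82 lower at all remaining times.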

Considering a two-fold cut-off on fold changes (FC), thermomemory-associated genes were selected as follows: genes whose expression was induced 4 h after priming and remained high at all examined time points until 48 h into the memory phase (60 genes), and genes whose expression was downregulated at 4 h after the priming stimulus and remained low until 48 h (19 genes) (Supplementary Data 1).

Upregulated genes were classified into several gene ontology (GO) functional categories, among them ‘response to stress' (that is, high temperature, hydrogen peroxide, high light and oxidative stress) and ‘protein folding' were the most enriched categories (Fig. 1b). 

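Chaperones beyond the small HSPs and genes of the response to reactive oxygen species were among the transcripts that were higher in primed seedlings. Of 16 probe sets of the HSP70 and HSP110 family, 11 were at least 2-fold higher at 4 h and 3 at 48 h. HSP70B gave log2 differences of 7.73 at 4 h and 1.37 at 48 h, HSP70-4 gave 6.34 and 2.88, and BIP3, a chaperone of the endoplasmic reticulum, gave 6.34 and 0.23. In the HSP90 family, 3 of 6 probe sets were higher at 4 h, and HSP90.1 was the 1 that was higher at all 4 time points, with 7.29 at 4 h and 1.84 at 48 h. All 3 members of the HSP100/ClpB family were at least 2-fold higher at 4 and 8 h and none at 48 h. HSP101, which dissolves protein aggregates, gave 7.60, 5.25, 1.60 and 0.70, and the plastid member CLPB3 gave 3.36 at 4 h and 0.72 at 48 h. Of 19 probe sets for enzymes and regulators of reactive oxygen and for iron storage, 5 were higher and 2 lower at 4 h, and 3 were higher at all 4 time points. These 3 were APX2, an ascorbate peroxidase (7.14 at 4 h and 1.02 at 48 h), the zinc-finger gene ZAT12 (4.72 and 1.39) and the ferritin gene FER2 (2.47 and 1.11). The median log2 difference of the reactive oxygen list was 0.16 at 4 h, so that most of its members were not among them. The median of the HSP70 and HSP110 family was 2.33 at 4 h, at percentile 100.0 of 10000 random lists matched on expression, and -0.01 at 24 h (percentile 38.9), where centring the arrays on reference genes gave 0.01. None of these genes passed limma's test of the mean effect over all probe sets or when adjusted over the list alone.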

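Small HSPs made up most of the HSP transcripts that were higher in primed seedlings throughout the memory phase. Of 18 probe sets for 19 small HSP genes, 14 were at least 2-fold higher at all 4 time points, as were 3 of the HSP70 and HSP110 family and 1 of the HSP90 family. These are 18 of 43 HSP probe sets, of which 17 are assigned to a single gene, whereas 0.13 would be shared by independent lists of these sizes. The median log2 difference of the small HSPs was 7.92, 7.64, 6.24 and 4.16 at 4, 8, 24 and 48 h. HSP22.0, a small HSP of the endoplasmic reticulum, gave 12.23 at 4 h and 9.26 at 48 h. HSP17.4-CI, a cytosolic small HSP, gave 11.85 and 7.92. HSP17.6C-CI, also cytosolic, was already present in unprimed seedlings at a log2 value of 5.17 at 4 h and gave differences of 10.40 and 8.85. For HSP26.5, an organellar small HSP, the difference was 11.78 at 4 h and 5.19 at 48 h, and for the cytosolic HSP18.2 it was 10.79 and 4.48. HSP17.6-CII, of the second cytosolic class, gave 9.33 and 6.82, and HSP23.6, a mitochondrial small HSP, gave 7.99 at 4 h and 6.51 at 24 h. The mean effect of HSP17.6C-CI, 9.41 (standard error 0.33), had an adjusted p of 0.23 from limma, with a higher value in 4 of 4 pairs of arrays. No member of the small HSP list passed limma's test over all probe sets, and 14 passed when adjusted over the list alone.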

Of the 60 upregulated genes, 17 encode for HSPs (Supplementary Data 1). 

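Transcripts of HSP21 (AT4G27670) were at the floor in all unprimed arrays and well above it in all primed ones. Their log2 value in primed seedlings was 14.00 at 4 h and 10.85 at 48 h, against 2.00 in unprimed seedlings at both times. The log2 differences were 12.00 at 4 h, 12.62 at 8 h, 11.58 at 24 h and 8.85 at 48 h. The largest mean differences were those of HSP21 and HSP22.0 (11.26 and 11.25), both limited by the floor, so their order carries no meaning. The transcript of HSFA2, the transcription factor that activates HSP21, had a shorter course, with log2 differences of 10.41, 5.75, 0.35 and 0.04. The mean effect of HSP21 had a standard error of 0.78 and an adjusted p of 0.29 from limma, with a higher value in 4 of 4 pairs. This standard error also holds the change of the difference over time.

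**Figure D2:**
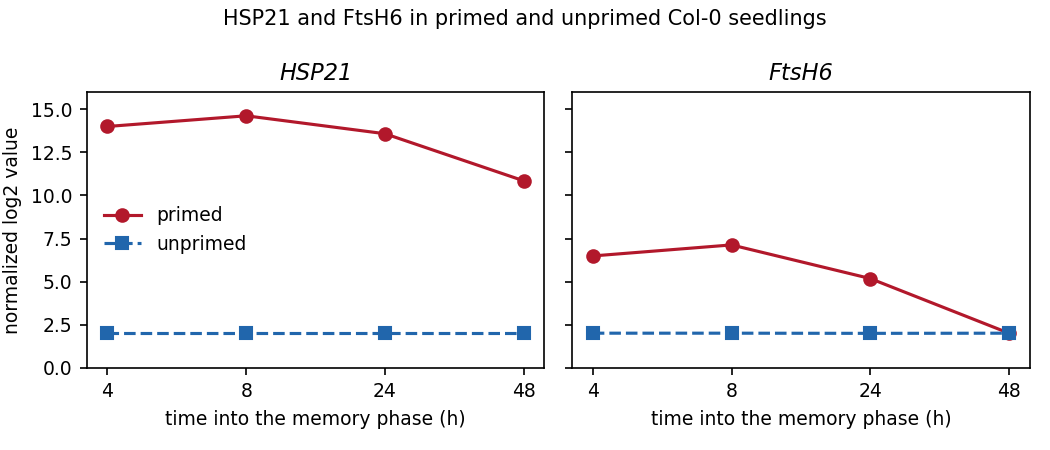
Normalized log2 values (vertical axis) of HSP21 and FtsH6 at each time into the memory phase in h (horizontal axis); each point is 1 array. HSP21 lies at 14.00 at 4 h and 10.85 at 48 h in primed seedlings, and FtsH6 at 6.49 at 4 h and 2.01 at 48 h.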

Among the top thermomemory upregulated genes was *HSP21* (*AT4G27670*), which encodes a small HSP (21 kDa monomer size) localized in plastids of both roots and leaves^13^. As shown in Fig. 1c,d, transcript levels of HSP21 as well as its protein abundance remain high until 48 h into the thermomemory phase suggesting a role for this HSP in the maintenance of extended thermomemory in *Arabidopsis*.

### HSP21 confers priming-induced thermotolerance

To investigate whether HSP21 plays a role in heat stress priming and memory, we first generated transgenic *Arabidopsis* lines with enhanced or reduced *HSP21* expression (Supplementary Fig. 1a–d) and subjected 5-day-old *HSP21* transgenic and Col-0 seedlings to our standard priming and triggering stimulus protocol. As shown in Supplementary Fig. 2 there were no significant differences in the development of the *HSP21* transgenic plants and Col-0 before priming as well as after 3 and 4 days of recovery, respectively. *HSP21*-amiRNA and *35S:HSP21* transgenic plants recovered and generated new leaves after a heat stress treatment given 3 days after priming, similar to Col-0 plants (Fig. 2a). Although there was no difference in the recovery rate (Fig. 2b) among *HSP21* transgenics and Col-0 seedlings, the seedling fresh weight was significantly lower in *HSP21*-amiRNA than Col-0 seedlings, but higher in *35S:HSP21* (Fig. 2c). When the memory phase was extended to 4 days, the proportion of highly damaged seedlings (indicated as weak and dead) was significantly increased in Col-0. Notably, *HSP21*-amiRNA plants exhibited a more severe phenotype with significantly less fresh weight than Col-0, while *35S:HSP21* plants showed a higher survival rate and seedling fresh weight under this condition (Fig. 2a, top panel, b, and c). Our data thus clearly indicate that HSP21 is required for *Arabidopsis* plants to retain the memory of a prior exposure to heat stress.

To investigate the specificity of the role of HSP21 for thermomemory, we tested whether altering *HSP21* expression has an effect on basal and acquired heat stress tolerance (see Methods section for details). As shown in Fig. 2a (lower middle and bottom panels), *HSP21* overexpression and knockdown plants were similar in acquired and basal heat stress tolerance to Col-0 control plants suggesting that HSP21 is specifically required for maintenance of thermomemory.

Hypocotyl elongation assays have previously been employed for testing the effect of temperature on seedling growth^41^,^42^. Therefore, we next analysed hypocotyl growth in the *HSP21* transgenic plants to test for changes in the thermomemory. To this end 4-day-old etiolated seedlings were subjected to the following temperature regime: 1.5 h, 37 °C (priming stimulus); 2 days recovery at 22 °C; and 45 min, 44 °C (triggering stimulus). As control, 6-day-old etiolated seedlings were subjected to 45 min, 44 °C without pre-adaptation. Hypocotyl elongation was quantified five days after the triggering stimulus. As shown in Fig. 2d, all genotypes failed to elongate their hypocotyl after treatment at 44 °C when no pre-treatment was given. However, wild-type and *HSP21* overexpression seedlings retained the ability for hypocotyl elongation when 44 °C was given 2 days after a priming stimulus. In contrast, *HSP21*-amiRNA seedlings showed a severe block of hypocotyl elongation under this condition (Fig. 2d,e) further supporting the model that HSP21 is crucial for extended memory maintenance.

### HSP21 is more abundant in strong memory accession N13

Accessions of *Arabidopsis* offer an excellent tool to explore natural diversification of a biological process of interest. Thus, to identify an accession with a better thermomemory than Col-0 we performed a screen (performed twice) with 40 additional *Arabidopsis* accessions (see Methods section) for differences in heat stress priming and memory. We identified N13 as a strong memory accession, which survives high-temperature stress (90 min, 44 °C), given 3 or 4 days after the priming treatment, significantly better than the Col-0 control. As displayed in Fig. 3a, both Col-0 and N13 survived heat stress applied 3 days after the priming treatment; the fresh weight of seedlings was significantly lower in Col-0 compared to N13 when analysed 14 days after the heat stress triggering stimulus. When 4 days was applied as the memory time, we observed a higher number of damaged seedlings for Col-0, whereas N13 seedlings recovered significantly better from severe repeated heat stress (Fig. 3a–c) demonstrating that N13 was better able to respond to the heat priming stimulus and to memorise the past heat stress experience. This conclusion was supported by analysing hypocotyl elongation in N13 and Col-0 under the condition of heat stress. Hypocotyl elongation after the triggering heat stress was more prominent in N13 than Col-0 (Fig. 3d,e). We did not observe any significant difference between N13 and Col-0 seedlings for basal heat stress tolerance, when 7-day-old seedlings were subjected to 45 min, 44 °C (Supplementary Fig. 3).

To investigate whether variation in HSP21 level contributes to the differential thermomemory performance of N13 and Col-0, we analysed its transcript and protein abundance in the two accessions at different time points along the memory phase. HSP21 protein was undetectable in both, Col-0 and N13 in unprimed conditions, but as seen in Fig. 4a, pronounced accumulation of HSP21 to the same level was evident in both accessions already 1.5 h after the first phase of the priming stimulus (1.5 h, 37 °C). However, during the thermomemory phase, HSP21 protein level progressively decreased to about 25% of its heat stress-induced level in Col-0 by day 4, but remained at above 80% of its induced level in N13 (Fig. 4a,b). At day 4, HSP21 protein was 3.4-fold more abundant in N13 than in Col-0 (Fig. 4b). Our data thus support a model where HSP21 plays an important role in the molecular machinery of thermomemory.

We then compared *HSP21* expression in Col-0 and N13 during the memory phase. *HSP21* was significantly higher expressed in Col-0 than N13 at 8 h and 24 h after the priming, but this difference vanished at the later time points (2, 3 and 4 days), suggesting that the diminished HSP21 protein in Col-0 is not correlated with *HSP21* transcript level (Fig. 4c).

To investigate whether the more rapid decrease of HSP21 protein level in Col-0 compared to N13 during the thermomemory phase is due to an amino acid sequence polymorphism(s), which might alter protein structure and/or stability, we compared the amino acid sequences of HSP21 from the accessions. To strengthen our analysis, we included one more accession, Tsu-0, with a similar pattern of HSP21 accumulation and thermomemory behaviour as Col-0 (Supplementary Fig. 4). Sequence analysis of complementary DNA (cDNA) from the selected accessions identified one polymorphic site as amino acid codon 77, which in Col-0 encodes for threonine (ACC) but for alanine (GCC) in both, N13 and Tsu-0 (Supplementary Fig. 4a and b). Furthermore, *HSP21* transcript levels during the recovery/memory phase were similar in the three examined accessions (Supplementary Fig. 4c). Therefore, we concluded that the amino acid polymorphism in the N13 protein sequence is unlikely to be responsible for higher accumulation/stability of HSP21 and consequently strong thermomemory.

Taken together, the results suggest that HSP21 protein abundance during the thermomemory is controlled by regulatory mechanisms at the translational and/or post-translation level.

### Cycloheximide blocks decline of HSP21 in Col-0 during memory

To test whether high levels of HSP21 protein at later memory time points in accession N13 require *de novo* protein synthesis, we used cycloheximide (CHX) to inhibit protein translation. To this end, seedlings of both Col-0 and N13 were treated with CHX at 6 h after priming (when HSP21 level was high; Fig. 4a,b), and HSP21 protein level was analysed by immunoblotting at days 3 and 4 into the memory phase. As shown in Fig. 5a,b, CHX treatment did not inhibit the induction of HSP21 in N13 revealing that *de novo* translation is not the primary cause for accumulation of HSP21 in N13 at days 3 and 4 of the memory phase. Interestingly, CHX treatment of Col-0 seedlings resulted in significantly higher accumulation of HSP21, more evident at day 4 of the memory phase, indicating the presence of an unknown protein in Col-0, possibly a protease, whose *de novo* translation is required for HSP21 degradation at a later stage of the memory phase.

### FtsH6 metalloprotease affects HSP21 level during memory

In an attempt to understand how HSP21 is degraded at the later stage of the memory phase, we first examined our thermomemory Affymetrix transcriptome data for expression of major nuclear-encoded (plastid) chloroplast proteases including stromal ATP-dependent Clp proteases, lumenal DegPs and the FtsH metalloproteases^27^,^29^. Interestingly, of 39 genes for plastid proteases the expression of only 1 gene encoding an FtsH metalloprotease (AT5G15250; FtsH6) was enhanced at 4 h into the memory phase and remained high until 24 h (Fig. 5c and Supplementary Data 2). 

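Among the 39 plastid protease genes of Supplementary Data 2, FtsH6 had the largest difference between primed and unprimed seedlings. Its transcript was higher in primed seedlings by 4.48 at 4 h, 5.12 at 8 h and 3.18 at 24 h on the log2 scale, and the difference was 0.00 at 48 h, a time that Supplementary Data 2 does not list. These genes are covered by 38 probe sets, of which 31 were within 2-fold at all 4 time points, and 4 of the genes were at the floor in all arrays. FtsH6 was the only 1 of these that was at least 2-fold higher at 4, 8 and 24 h. ERD1, a Clp chaperone subunit of the stroma, was higher by 1.94 at 8 h and differed by -0.19 at 24 h. Lower values were found for the Deg proteases DEGP2 (-1.17 at 4 h and -1.37 at 8 h), DEGP5 (-1.08 and -1.73) and DEGP8 (-1.33 at 8 h). FtsH9 (-1.11 at 4 h) and AT4G25370, annotated with a Clp amino-terminal domain (-1.01 at 8 h), were lower as well. The median log2 difference of the list was -0.17, -0.30, 0.01 and 0.00 at the 4 time points. The mean effect of FtsH6 was 3.20 (standard error 1.07), with an adjusted p of 0.56 from limma. Its transcript was higher in primed seedlings in 3 of 4 pairs of arrays. In the remaining pair, that of 48 h, both arrays were at the floor, so its 0.00 is not a measured lack of difference. The standard error also holds the change of the difference over time and is no measure of the spread between replicates. No protease passed limma's test adjusted over the list alone. The paper first proposes that an unknown protein of Col-0, possibly a protease, has to be newly made for the late degradation of HSP21. It later reports less FtsH6 protein when translation was inhibited, and more HSP21 protein in an ftsh6 mutant at the later stages.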

FtsH6 (filamentation temperature-sensitive H6) is a nuclear-encoded chloroplast zinc- and ATP-dependent protease associated with the thylakoid membrane. Expression of *FtsH6* is strongly induced by heat in *Arabidopsis* and other plant species including rapeseed^37^, wheat^39^, sorghum^40^ and tomato^38^.

To test a potential involvement of metalloproteases for HSP21 degradation, we treated Col-0 seedlings with the metalloprotease inhibitor 1,10-phenanthroline and detected HSP21 protein by immunoblotting at days 3 and 4 of the memory phase. As shown in Fig. 5d,e, treatment with 1,10-phenanthroline largely blocked the late thermomemory decrease of HSP21 protein level. 

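The transcript of FtsH6 was above the floor in primed seedlings at 4, 8 and 24 h and was not distinguishable from it at 48 h. Its log2 value in primed seedlings was 6.49 at 4 h, 7.13 at 8 h, 5.18 at 24 h and 2.01 at 48 h. In unprimed seedlings it was 2.01 at 4 h and 2.01 at 48 h, at the floor of the array. At 48 h, when FtsH6 gave no signal, HSP21 and most small HSP transcripts were still at least 2-fold higher in primed seedlings (15 of 18 small HSP probe sets). Because the values end at a floor, a low level of FtsH6 transcript at 48 h would not have been seen on these arrays.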

The sustained induction of *FtsH6* expression during the thermomemory phase as well as inhibition of HSP21 degradation on treatment with 1,10-phenanthroline suggest FtsH6 as a candidate protease involved in the degradation of HSP21 during the memory phase in Col-0.

To investigate whether variation in FtsH6 is responsible for differential abundance of HSP21 protein in N13 and Col-0, and thus their contrasting thermomemory behaviour, we first compared expression of *FtsH6* between Col-0 and N13 during the memory phase (until 3 days) by quantative reverse trancription–PCR (Fig. 6a). In Col-0, the expression of *FtsH*6 was drastically induced on priming treatment and remained high until day 2 of the memory phase. We observed a similar induction pattern for *FtsH6* in N13, albeit with a more rapid decline at the later time points. However, as we show below, N13 *FtsH6* transcript is non-functional.

Next we detected FtsH6 protein by immunoblot analysis in N13 and Col-0 seedlings at different time points of the memory phase and compared it with control plants (unprimed). As shown in Fig. 6b, FtsH6 was undetectable in both Col-0 and N13 under unprimed condition. In Col-0, FtsH6 protein was abundant until day 3 of the memory phase in accordance with its higher transcript levels. Intriguingly, however, no FtsH6 protein was detected in N13 during the entire memory phase, even at an earlier time point (4 h) when its transcript was still abundant. Comparing the FtsH6 coding sequences of N13 and Col-0, we identified several nucleotide polymorphisms (Supplementary Fig. 5a), including a single-nucleotide deletion (nucleotide ‘G' at position 379 of the Col-0 coding sequence is deleted in N13) resulting in a frame-shift mutation and a premature stop codon in the N13 sequence. This observation explains the absence of FtsH6 protein in N13. Only a few amino acid substitutions (0 to 3 residues) were found in FtsH6 proteins of the 30 other accessions we tested for heat stress priming and triggering compared with Col-0 (see above; Supplementary Fig. 5b); no genome sequences were available for the remaining 9 accessions.

This finding provides further evidence for FtsH6 as a potential protease involved in the regulation of HSP21 turnover during thermomemory. Lack of functional FtsH6 in N13 could be responsible for the higher accumulation of HSP21 and therefore enhanced thermomemory in this accession.

If FtsH6 is a key protease for degradation of HSP21 during the memory phase, the decrease in HSP21 level at later stage of thermomemory phase should be retarded in an *ftsh6* knockout mutant. Therefore, we compared HSP21 protein level of wild type and the *ftsh6* mutant (Salk_012429; Col-0 background) at different stages of thermomemory phase. As shown in Fig. 6c,d, protein level of HSP21 was identical in both genotypes after the first step of priming treatment (1.5 h, 37 °C) and until 8 h of the thermomemory phase. However, at later stages (24 h, 2, 3 and 4 days) the level of HSP21 was significantly higher in the *ftsh6* mutant than in Col-0 (about 1.8-fold higher in *ftsh6* than Col-0 at days 2, 3 and 4; Fig. 6d). Our data thus show that FtsH6 is involved in the degradation of HSP21 at the later stages of the memory phase. A slightly higher accumulation of HSP21 protein was observed after 1,10-phenanthroline treatment (Fig. 5d,e) compared to the *ftsh6* mutant, suggesting that other metalloproteases are also involved in controlling the level of HSP21 later in the memory phase.

We next subjected 5-day-old *ftsh6* mutant and Col-0 seedlings to our priming and triggering stimulus protocol. *ftsh6* mutants revealed a slightly better thermomemory behaviour than Col-0, measured by seedling survival rate and fresh weight (Supplementary Fig. 6a–c). However, *ftsh6* plants had similar basal and acquired heat stress tolerance as Col-0 control plants. We also determined the role of FtsH6 for thermomemory by analysing hypocotyl elongation after priming and triggering and observed that hypocotyl elongation was much less affected by the triggering heat stress in the *ftsh6* mutant than the wild type (Col-0; Supplementary Fig. 6d and e), underscoring the contribution of FtsH6 to restricting the thermomemory by controlling HSP21 abundance.

To test whether the effect of CHX treatment on the induction of HSP21 protein level in the Col-0 accession (Fig. 5a,b) is due to the inhibition of *de novo* synthesis of FtsH6, Col-0 seedlings were treated with CHX at 6 h after priming and FtsH6 protein level was analysed by immunoblotting at days 2, 3 and 4 into the memory phase. As illustrated in Supplementary Figure 7a and b, treatment with CHX resulted in a significant reduction of the level of FtsH6 during thermomemory phase. This experiment shows that degradation of HSP21 during the memory phase in Col-0 correlates with enhanced FtsH6 protein synthesis.

Finally, we overexpressed *FtsH6* from Col-0 in the N13 accession (*35S:FtsH6*_*Col-0*_/N13 plants; Supplementary Fig. 8a and b) and tested the effect of this on the thermomemory. Both, the seedling survival assay (Fig. 7a–c) and the hypocotyl elongation assay (Fig. 7d,e) revealed a decreased thermomemory on *FtsH6* overexpression in the N13 accession. Furthermore, HSP21 protein level declined much faster in the *35S:FtsH6*_*Col-0*_/N13 than in N13 empty-vector (EV) control plants during the thermomemory phase (Fig. 7f), supporting our conclusion that FtsH6 plays a key role in determining HSP21 abundance during memory. In accordance, we did not detect a difference between *35S:FtsH6*_*Col-0*_/N13 overexpressors and control plants when testing basal and acquired heat stress tolerance (Supplementary Fig. 8c).

## Discussion

Although the importance of stress priming and memory in bacteria and plants is increasingly recognized^1^,^2^, the details of the molecular mechanisms underlying the stress memory phenomenon remain largely unexplored, in particular in plants. Experimental evidence indicates that plants have an ‘epigenetic' memory, which may involve changes at the chromatin level including histone modifications and DNA methylation, which both occur in the response to stress^43^,^44^,^45^,^46^,^47^. Another mechanism for stress priming in plants could be RNA polymerase II stalling at gene promoters, which was suggested as a memory mark after drought stress in *Arabidopsis*^48^. The accumulation of inactive transcription factors (or cofactors) after a priming stimulus, and their activation on experiencing the triggering stimulus, may represent a further molecular mechanism of priming and memory^49^,^50^,^51^. Currently, however, details about how transcription factors affect thermomemory in plants are largely missing, although HsfA2 has been identified as a key element in this^25^. HsfA2 regulates the expression of a number of *HSP* genes^52^,^53^ and in a transcription regulatory cascade is located downstream of the NAC transcription factor JUNGBRUNNEN1 (JUB1), which like *HSFA2* shows high expression during the thermomemory phase^54^,^55^. *Hsa32* encoding a heat shock-associated protein of 32 kDa has also been shown to be a key component of thermomemory in *Arabidopsis* by interacting with HSP101 (refs 41, 56). In addition, microRNAs (miRNAs), which cause the degradation of mRNAs or translational inhibition, contribute to modulating the priming of stress responses in plants^57^. Finally, priming and stress memory might involve metabolic changes that are maintained throughout the memory phase, thus allowing a more rapid response of the plant to an upcoming new stress^58^,^59^,^60^.

Our results presented here provide evidence for a role of the plastid-localized sHSP HSP21–FtsH6 control module for thermomemory, whereby HSP21 protein abundance is negatively controlled by heat stress-induced FtsH6 (see model in Fig. 8). Previous studies have indicated a role of HSP21 in protecting photosystem II against oxidative and heat stress, a function that may be achieved by HSP21's ability to maintain chloroplast function through an interaction with pTAC5, a nucleoid protein that interacts with the plastid-encoded RNA polymerase-dependent transcription complex, an important component of the chloroplast transcription machinery^19^,^21^. This capacity of HSP21 might be key to the role it has for extending the thermomemory. Notably, the abundance of cytosolic HSP101 is not affected during the thermomemory phase when *FtsH6* is mutated (Supplementary Fig. 9), suggesting a specific role of FtsH6 for the plastidic component of plant thermomemory.

Importantly, we discovered genetic diversity of thermomemory-related HSP21 accumulation in two natural accessions of *Arabidopsis* contrasting in their thermomemory capacity. HSP21 protein abundance remained elevated for longer in accession N13, which we show has strong thermomemory, than in Col-0, which has a weak thermomemory. Using a combined pharmacological (protease inhibitor) and transcriptomic approach, we identified plastid-localized metalloprotease encoded by *FtsH6* to be functionally involved in regulating the abundance of HSP21, in particular towards the end of the thermomemory phase. Notably, *FtsH6* is mutated in N13, precluding the formation of FtsH6 protein, as confirmed by western blot analysis, while in Col-0, FtsH6 protein is readily detected after heat stress priming (Fig. 6b). Expressing *FstH6* from Col-0 in N13 leads to a faster decline of HSP21 protein abundance during the thermomemory phase, concomitant with a reduced thermomemory compared with the N13 control line (Fig. 7), providing further evidence for the important role of FtsH6 in determining the thermomemory (Fig. 8).

A biological function for FtsH6 has not been identified previously and *ftsh6* knockout mutants did not show a detectable phenotype under the experimental conditions applied earlier^35^,^36^, while FtsH1, FtsH2, FtsH5 and FtsH8 are involved in the degradation of photodamaged D1 protein of photosystem II, together with lumenal Deg proteases (reviewed in Wagner *et al*.^29^). In contrast to other *FtsH* genes, *FtsH6* is rapidly and highly induced by heat stress in *Arabidopsis* (Fig. 5c) and other species including dicot and monocot crops^37^,^38^,^39^,^40^, indicating evolutionary conservation and ecological relevance of *FtsH6* heat inducibility. 

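The other members of the FtsH family had small differences between primed and unprimed seedlings. Across FtsH1 to FtsH12 except FtsH6, the log2 difference lay between -1.11 and 0.99 over all 4 time points. The highest value was that of FtsH10 (0.99 at 4 h and 0.96 at 8 h), and the only one past 2-fold was FtsH9 (-1.11 at 4 h and -0.63 at 8 h). FtsH1, FtsH2, FtsH5 and FtsH8, which act in the turnover of photosystem II, gave -0.30, -0.05, -0.20 and -0.17 at 4 h. At 48 h, the 11 genes lay between -0.34 and 0.43. From the expression of FtsH6 in the memory phase together with an inhibitor experiment, the paper first proposes FtsH6 as a candidate for the degradation of HSP21. It then states an involvement of FtsH6, from HSP21 protein in the ftsh6 mutant and in N13 seedlings that overexpress FtsH6. Of this evidence only the expression on the arrays is analysed here.

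**Figure D3:**
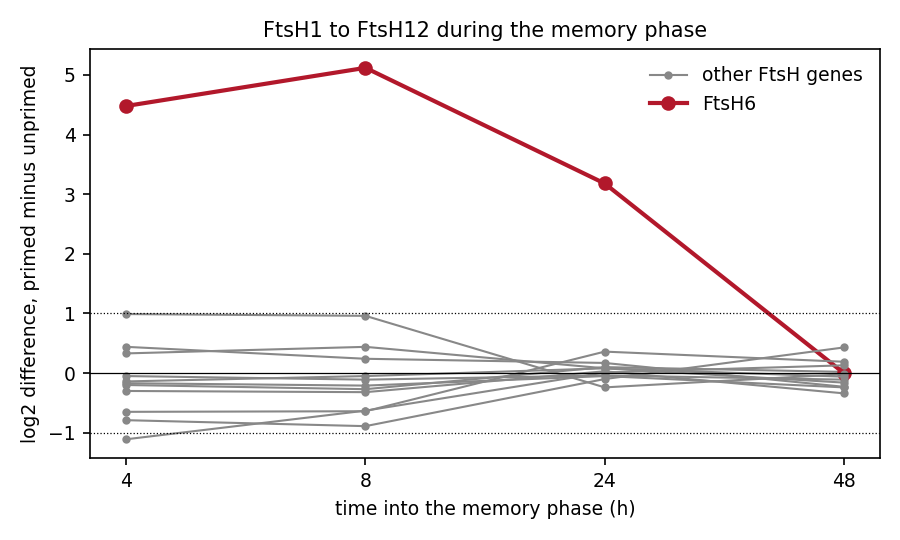
Log2 difference between primed and unprimed seedlings (vertical axis) of FtsH1 to FtsH12 at each time into the memory phase in h (horizontal axis); each point is 1 primed array minus 1 unprimed array and the dotted lines mark 2-fold. FtsH6 reaches 5.12 at 8 h, and the other members stay between -1.11 and 0.99.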

In accordance with this, our data presented here demonstrate a role of FtsH6 in regulating the stability of HSP21 after a priming heat stress, although the molecular mechanism through which this occurs is not clear at present. Whether FtsH6 has a similar function in other plant species, including crops, needs to be determined in the future.

Although FtsH6 plays an important role in regulating HSP21 protein level it is likely not the only metalloprotease involved, as indicated by the fact that 1,10-phenanthroline treatment triggers a higher accumulation of HSP21 than knocking out *FtsH6* (*cf.* Figs 5e and 6d). This finding is in accordance with the observation that *ftsh6* has only a mild thermomemory effect in the survival assay, albeit a much stronger effect is observed when the mutant is tested in the hypocotyl elongation assay (Supplementary Fig. 6d and e). Finding further molecular processes controlling HSP21 protein level during the thermomemory phase will therefore remain an important task for the future.

Both *HSP21* and *FtsH6* are strongly induced by heat stress. *HSP21* is a target of HsfA2 (ref. 52), a heat-inducible transcription factor that plays a crucial role for setting the thermomemory in *Arabidopsis*^25^. It is also upregulated by HsfA1a/b^61^, indicating that heat-induced expression of *HSP21* is under the control of multiple heat-associated transcription factors. However, a direct upstream regulator of *FtsH6* has not been reported so far, suggesting that a currently unknown upstream transcription factor(s) controls expression of *FtsH6* during heat stress. We thus propose that coordinated expressional regulation of the *HSP21* and *FtsH6* genes by different transcription factors contributes to the fine-tuning of the thermomemory. Future research has to uncover the details of this transcriptional regulatory network that underlies heat stress priming and that helps the plant to configure its thermomemory.

In conclusion, our work demonstrates a crucial role of chloroplasts (or plastids in general) for the duration of the thermomemory in plants, which involves the plastid sHSP HSP21 in combination with FtsH6 metalloprotease as central components: continued high levels of HSP21 protein abundance after a priming heat stress promote the extension of the memory phase (Fig. 8). The level of HSP21 at the later phase of the thermomemory is negatively controlled by FtsH6, which is missing in the strong thermomemory accession N13, but produced on heat stress in the weak thermomemory accession Col-0. Besides HSP21, FtsH6 may interact with other proteins to determine the extent of the thermomemory, but such further targets remain unknown at present. The analysis of the proteome of *FtsH6*-modified lines (knockouts or overexpressors) at different time points throughout the memory phase may be a fruitful approach to identify additional targets of FtsH6. Furthermore, as natural variation exists for the HSP21–FtsH6 control module, addressing the selective forces that maintain this variation, as well as possible trade-offs that might be associated with an extended thermomemory, are further interesting aspects to study in the future. In addition, considering the involvement of plastids in establishing the thermomemory it is an interesting observation that chloroplast translation involving chloroplast ribosomal protein S1 is required for the heat stress-induced expression of *HsfA2*; however, whether ribosomal protein S1 is also required for thermomemory was not tested^62^.

Regulating the abundance of chaperones such as HSP21 after a priming heat stress could be a general mechanism for setting the temporal frame for maintaining thermomemory (or the memory to any other type of stress). Similarly, Hsa32 and large HSP HSP101 have recently been shown to form a regulatory interaction circuit in the cytosol that controls the abundance of HSP101 by Hsa32 and thereby thermomemory^56^. We propose that the control of HSP (or, more general, chaperone protein) abundance is a key mechanism for determining the duration of the memory phase. Future research will unravel the molecular details of the cellular networks that control the abundance and functionality of heat stress-related chaperones as key components of the plant's thermomemory.

## Methods

### Plant material and growth conditions

The following *Arabidopsis thaliana* (L.) Heynh. accessions were included in our preliminary screen for differences in thermomemory: Col-0, N13, Cvi-0, C24, Ct, Can-0, Lip-0, Mdn-1, Mh-0, Mt-0, Aitba-1, Abd-0, Bl-1, Bur-0, Dog-4, Tsu-0, St-0, Kas-1, Yo-0, Xan-1, Kondara, Ler-0, Ko-2, Ri-0, Fei-0, Leo-1, Yeg-1, Ste-0, ICE1, Kin-0, Le-0, Oy-0, N14, Sah-0, Berk, Hiro, Ita, HEK2, Stepn, Shign and Borsk2. Seeds were obtained from the *Arabidopsis thaliana* Resource Centre for Genomics (INRA, France; http://dbsgap.versailles.inra.fr/publiclines), or from Ellen Zuther and Roosa Laitinen, Max Planck Institute of Molecular Plant Physiology, Potsdam, Germany. Surface-sterilized seeds were germinated in Petri dishes containing an identical volume of Murashige-Skoog agar medium supplemented with 1% sucrose (w/v)) and seedlings were grown under a diurnal cycle of 16 h light (120 μE m^−2^ s^−1^) at 22 °C and 8 h dark at 22 °C.

### Generation of transgenic plants

Constructs were generated by PCR and restriction enzyme-mediated cloning. Sequences of oligonucleotides (Eurofins MWG Operon; Ebersberg, Germany) are given in Supplementary Table 1. PCR-generated amplicons were checked by DNA sequence analysis (MWG or Seqlab). To generate *HSP21* knockdown plants we engineered amiRNAs by replacing the original *miR319a*/miR319a* sequence in plasmid pRS300 (ref. 63) with *HSP21*-specific amiRNA sequences. To this end, three different amiRNAs (*amiRNA1*: 5′-TTAGTATCTAACATTTGTCGC-3′; *amiRNA2*: 5′-TGTATCTAACATTTGTCGCAT-3′; *amiRNA3*: 5′-TATAATGTTGATCGAGTCCTA-3′) were designed using ‘WMD3: Web MicroRNA Designer 3' to target different sites of the *HSP21* transcript (Supplementary Fig. 1). The amiRNA constructs were subsequently cloned via added *Pme*I*-Pac*I sites into pGreen0229-35S plant transformation vector^64^ behind the cauliflower mosaic virus (CaMV) 35S promoter. For *35S:HSP21*, the *HSP21* open reading frame was amplified by PCR from *Arabidopsis* Col-0 leaf cDNA, inserted into pCR2.1 vector using TA cloning kit (Invitrogen), and then cloned *via* added *Pme*I*–Pac*I sites into pGreen0229-35S. The *35S:FtsH6* construct was generated in the same way. Constructs were transformed by floral dip into *Arabidopsis* using *Agrobacterium tumefaciens*.

### Heat stress treatments

All heat stress treatments were performed in a water bath or incubator, in the dark. Thermomemory experiments were performed as described^65^. For the priming heat stress, seedlings were subjected to a heat regime of 1.5 h, 37 °C; 1.5 h recovery at 22 °C; and 45 min, 44 °C. After the priming heat stress treatment, seedlings were returned to normal growth condition for 3–4 days (recovery or memory phase) and then subjected to heat stress/triggering stimulus, that is, 1.5 h, 44 °C, a treatment normally lethal to plants that have not experienced a priming stimulus. For acquisition of thermotolerance, plants were initially heated to 37 °C for 90 min, returned to normal growth condition for 90 min, before finally heating to 44 °C for 100 min. Basal thermotolerance was assayed by heating plants to 44 °C without prior treatment at 37 °C. After heat treatments, plants were returned to normal growth conditions until analysis.

The quantitative hypocotyl elongation assay was adopted from ref. 42. In our assay, 4-day-old vertically grown, etiolated seedlings were primed at 37 °C for 90 min, then subjected to recovery for 2 days at 22 °C (memory phase), and finally subjected to the triggering heat stress (44 °C, 45 min). The priming heat treatment was omitted in control experiments. Hypocotyl length was measured 5 days after the heat stress.

### Immunoblotting and signal quantification

Total proteins from *Arabidopsis* seedlings were prepared by phenol-based method^66^. Tissue powder was homogenized in 500 μl 0.7 M sucrose/0.5 M Tris/50 mM EDTA/0.1 M potassium chloride, pH 9.4, containing 2% (v/v) 2-mercaptoethanol and cOmplete Protease Inhibitor Cocktail (Roche; diluted to 1 × final concentration) added before use. The homogenate was mixed with 500 μl phenol and centrifuged at 20,000*g* (centrifuge 5427 R, Eppendorf) for 10 min at 4 °C. The upper, phenol phase was taken, and proteins were precipitated with the addition of 1 ml of 0.1 M ammonium acetate in methanol and overnight incubation at −20 °C. The protein pellet obtained following centrifugation was washed sequentially with methanolic ammonium. The protein pellets were dissolved in 1% SDS. The protein concentration was determined with the BCA Protein Assay kit (Thermo Fischer Scientific).

Proteins were resolved by SDS polyacrylamide gel electrophoresis. For immunoblot analysis, proteins were blotted to Protan nitrocellulose membrane (Sigma-Aldrich). Rabbit polyclonal antibodies were used in the following dilutions (v/v): anti-Hsp21 (Abcam; product number: ab80175), 1:3,000; anti-FtsH6 (Agrisera; AS05094A), 1:1,000; anti-HSP101 (Abcam; ab80121), 1:1,000. IRDye 800CW-conjugated goat anti-rabbit IgG(H+L) antibody was used as secondary antibody at 1:10,000 dilution (LI-COR Biosciences; 926-32211). Capturing bands of interest was done using the Odyssey Infrared Imaging System (LI-COR Biosciences), followed by quantifying band density with ImageJ software (www. imagej.net).

In all western blot experiments, loading controls originated from the same gel. For HSP21 and HSP101, the gels were cut into two parts. For HSP21, the lower part was used for immunodetection and the upper part was used for quantification of the protein (RbcL) loading, while for HSP101, the upper part was used for immunodetection and the lower part was used for quantification of RbcL loading. For FtsH6, the membrane was stripped after immunodetection and then stained with Ponceau S (Sigma) for loading control. For the comparisons between *Arabidopsis* Col-0 and N13 accessions, experiments were done in parallel in identical incubation solutions and with identical incubation times and conditions. Gel and immunoblot images have been cropped for presentation. Full-size images are presented in Supplementary Fig. 10.

### Chemical treatments

Five-day-old primed seedlings were transferred to liquid culture medium containing 10 μM cycloheximide, 150 μM 1,10-phenanthroline or 0.1% (v/v) dimethylsulphoxide (mock) as control. The seedlings were harvested at the indicated time points and analysed by immunoblotting.

### RNA isolation and microarray analysis

Global gene expression analysis by Affymetrix was performed in one experiment. The RNeasy Plant Mini kit (Qiagen, Hilden, Germany) was used to extract total RNA from primed and unprimed Col-0 seedlings at different time points (4, 8, 24 and 48 h) into the memory phase. Each sample was a pool of ∼160 seedlings. A 3-μg aliquot of quality-checked total RNA was then processed for use in Affymetrix ATH1 microarray hybridizations. Probe preparation and Affymetrix ATH1 microarray hybridizations were performed by ATLAS Biolabs (Berlin, Germany). Data analysis was performed as reported^67^. GO annotation was done using the Singular Enrichment Analysis tool from AgriGO (http://bioinfo.cau.edu.cn/agriGO)^68^ with the 60 upregulated genes (corrected *P*-value smaller than 0.0015).

### Quantative reverse trancription–PCR

Synthesis of cDNA and quantative reverse trancription–PCR using SYBR Green were done as described^67^,^69^. Data were analysed using the comparative C_t_ method^70^ with *ACTIN2* (*AT3G18780*) as the reference gene. Briefly, the C_t_ value of each gene was normalized to the C_t_ value of the reference gene, revealing delta C_t_ (dC_t_). The level of expression was expressed as the difference between an arbitrary value of 40 and dC_t_, so that a high 40-dC_t_ value indicates high gene expression level. Primers were designed using QuantPrime (www.quantprime.de). PCR reactions were run on an ABI PRISM 7900HT sequence detection system (Applied Biosystems Applera, Darmstadt, Germany). Primers were obtained from Eurofins MWG Operon; sequences are given in Supplementary Table 1.

### Sequence analyses

For sequence analyses, the tools of the National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov/) and the Arabidopsis Information Resource (http://www.arabidopsis.org/) were used.

### Data availability

Microarray expression data are available from the NCBI Gene Expression Omnibus (GEO) repository (www.ncbi.nlm.nih.gov/geo/) under accession number GSE72949. The authors declare that all other data supporting the findings of this study are available within the article and its supplementary information files or are available from the corresponding author on request.

## Additional Information

**How to cite this article:** Sedaghatmehr, M. *et al*. The plastid metalloprotease FtsH6 and small heat shock protein HSP21 jointly regulate thermomemory in *Arabidopsis*. *Nat. Commun.* 7:12439 doi: 10.1038/ncomms12439 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1 - 10 and Supplementary Table 1

Supplementary Data 1 Expression of thermomemory-associated genes (60 up- and 19 down-regulated genes) during the memory phase compared to unprimed controls.

Supplementary Data 2 Expression of nuclear-encoded, plastid localized proteases during the memory phase compared to unprimed controls. FC, fold change.

## Figures and Tables

**Figure 1:**
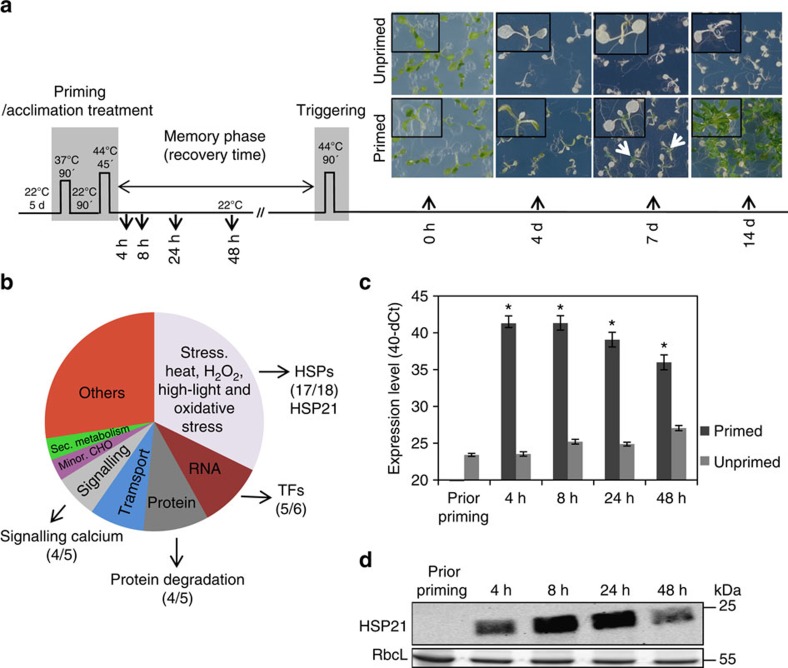
Differential response of primed and unprimed plants to heat stress and identification of thermomemory-associated genes. (**a**) Schematic representation of the thermomemory experimental set-up. Unless otherwise indicated, five-day-old *Arabidopsis thaliana* seedlings were subjected to a priming heat regime of 90 min, 37 °C, followed by 90 min recovery at 22 °C, and 45 min at 44 °C. After priming, seedlings were returned to normal growth condition at 22 °C for 3 or 4 days (memory phase), and then subjected to the heat stress triggering stimulus (90 min, 44 °C). Subsequently, seedlings were transferred to normal growth condition (22 °C) and photographed after 0 h (right after triggering), 4, 7 and 14 days, respectively. Unprimed plants received only the triggering stimulus. Note, cotyledons of both, primed and unprimed seedlings bleach, but only primed plants (not unprimed plants) develop new leaves (arrows point to examples) and continue to grow after triggering. (**b**) Classification of memory-induced genes into functional categories (biological processes) according to their GO term. (**c**) Quantative reverse trancription–PCR and (**d**) Immunoblot analyses revealed enhanced transcript and protein abundance of HSP21 until 48 h into the memory phase in *Arabidopsis* accession Col-0. In **c**, values were expressed as the difference between an arbitrary value of 40 and dCt, so that high 40-dCt value indicates high gene expression level. Error bars indicate means±s.d. of three independent biological replicates each containing a pool of ∼100 seedlings. Asterisks indicate statistically significant difference (*P*<0.01; Student's *t*-test) from the unprimed conditions. In **d**, immunodetection was performed using anti-HSP21 antibody (top panel). RbcL, Ribulose 1,5-bisphosphate carboxylase/oxygenase large subunit (loading control; bottom panel). kDa, kilo Dalton.

**Figure 2:**
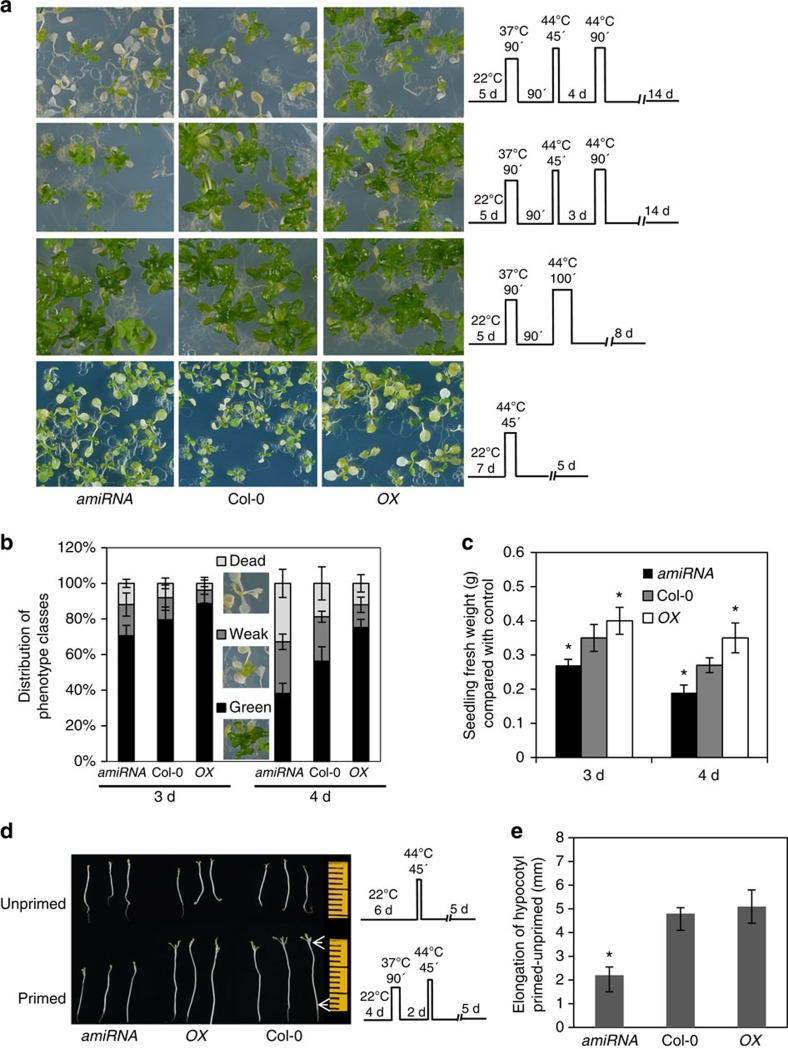
HSP21 affects thermomemory. Seedlings of *HSP21* transgenic and wild-type (Col-0) plants were exposed to different heat stress regimes (schematically shown on the right of **a** and **d**). (**a**) Upper middle and top panels: heat stress triggering after extended recovery, that is, 3 and 4 days, respectively, following the priming treatment. Lower middle panel: acquired heat stress tolerance. Bottom panel: basal heat stress tolerance; heat stress applied to 7-day-old seedlings. Following heat stress, seedlings were transferred to normal growth condition (22 °C) and photographed after 14 days (upper middle and top panels), 8 days (lower middle) or 5 days (bottom). (**b**,**c**) Quantification of results shown in **a** (upper middle and top panels). (**b**) Percentage of seedlings in different phenotype classes. Phenotypes were determined 14 days after triggering. Seedlings were counted as ‘green' (if shoot regeneration was vivid and almost the entire plant was green), ‘weak' (if shoot regeneration was weak and plants were largely pale), or ‘dead'. Representative images are shown. At 3 d recovery, data for *HSP21* transgenic lines are not significantly different from Col-0, except for green seedlings of *HSP21*-amiRNA. At 4-day recovery all data for *HSP21* transgenic lines are different from Col-0, except for ‘weak' seedlings of *HSP21*-amiRNA (*P*<0.05; one-way analysis of variance (ANOVA) least significant difference (LSD) test). (**c**) Seedling fresh weight compared to Col-0. In **b** and **c,** means±s.d. are given (*n*=7 plates with ∼25 seedlings each). (**d**) Hypocotyl elongation of *HSP21* transgenic plants and Col-0 under heat stress. Six-day-old seedlings were subjected to heat stress triggering without (unprimed) or with (primed) pre-treatment at moderate temperature stress as shown. Photos were taken 5 days after triggering. White arrows exemplarily demarcate the upper and lower ends of the hypocotyl. A ruler was included in all images (here shown on the right) to determine hypocotyl lengths. (**e**) Hypocotyl lengths measured 5 days after recovery from the heat stress triggering and compared between primed and unprimed seedlings. Means±s.d. are given (*n*=6 plates with ∼20 seedlings each). amiRNA, *HSP21*-amiRNA line; OX, *35S:HSP21* line. Asterisks in **c** and **e** indicate statistically significant difference (*P*<0.05; one-way ANOVA LSD test) from Col-0.

**Figure 3:**
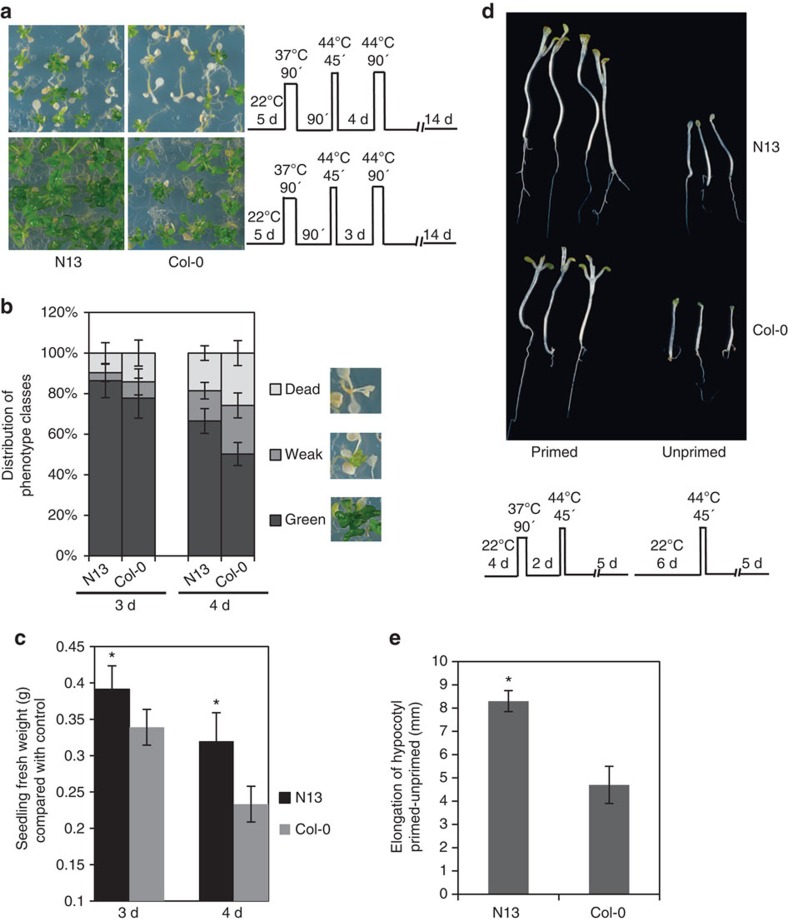
Accession N13 has a superior ability to memorise a past heat stress. (**a**) Five-day-old seedlings of *Arabidopsis* accessions N13 and Col-0 were subjected to the heat stress triggering stimulus 3 or 4 days after priming, as shown schematically on the right of each section. (**b**,**c**) Quantification of phenotypes. (**b**) Percentage of seedlings in different phenotype classes. Images show representative phenotype categories as explained in legend to Fig. 2b. At 3 d recovery, data for N13 are not significantly different from Col-0. At 4 d recovery all data for N13 are different from Col-0 (*P*<0.05; Student's *t*-test). (**c**) Seedling fresh weight compared to control plants. In **b** and **c,** means±s.d. are given (*n*=10 plates with ∼25 seedlings each). (**d**) Hypocotyl elongation after heat stress. Six-day-old seedlings were subjected to the heat stress triggering stimulus without (unprimed) or with (primed) pre-treatment with moderate temperature stress as shown schematically. Photos were taken 5 days after triggering. (**e**) Hypocotyl lengths measured 5 days after recovery from the heat stress triggering stimulus and compared between primed and unprimed conditions. Means±s.d. are given (*n*=6 plates with ∼20 seedlings each). Asterisks in **c** and **e** indicate statistically significant difference (*P*<0.01; Student's *t*-test) from the Col-0 control.

**Figure 4:**
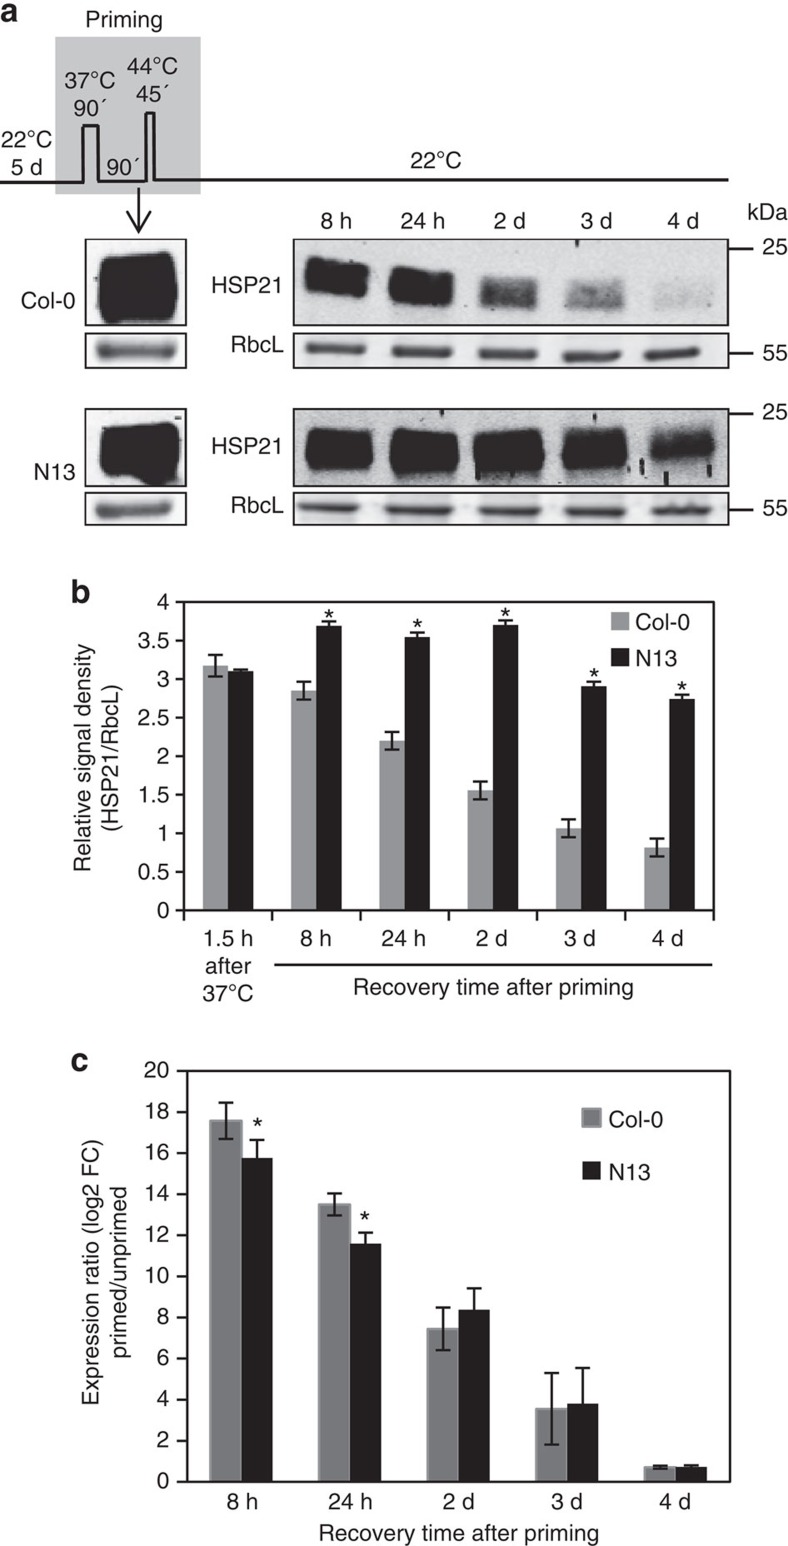
Differential abundance of HSP21 in *Arabidopsis* accessions N13 and Col-0 during the thermomemory phase. (**a**) Immunoblot analysis of HSP21 protein level after the first step of priming treatment (90 min, 37 °C) and during the thermomemory phase. RbcL, Ribulose 1,5-bisphosphate carboxylase/oxygenase large subunit (loading control). kDa, kilo Dalton. (**b**) Signals of immunoblot analyses were quantified using ImageJ and normalized to the amount of RbcL in the same samples. Means±s.d. are given (*n*=3, independent biological replicates each representing a pool of ∼120 seedlings grown on six plates; full gel blots used for the quantifications are shown in Supplementary Fig. 10). (**c**) *HSP21* expression in N13 and Col-0 seedlings during memory phase compared to unprimed controls. FC, fold change. Means±s.d. (*n*=3, independent biological replicates each representing a pool of ∼120 seedlings grown on six plates). Asterisks in **b** and **c** indicate statistically significant difference (*P*<0.05; Student's *t*-test) from the Col-0 control.

**Figure 5:**
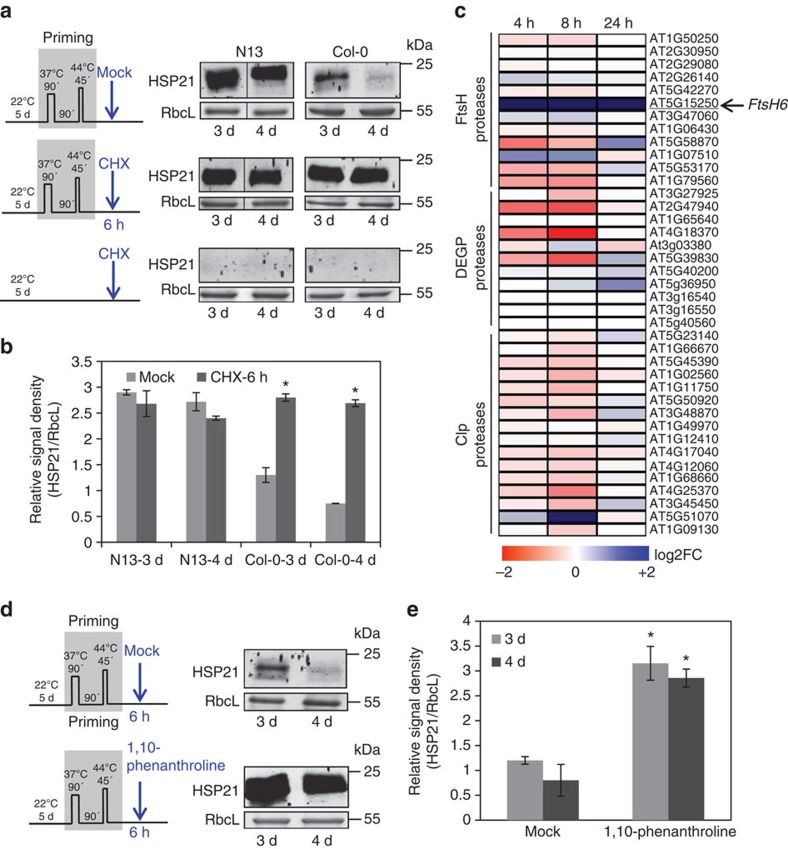
The effect of cycloheximide and 1,10-phenanthroline on the accumulation of HSP21. (**a**) Immunoblot analyses of HSP21 in accessions N13 and Col-0 at days 3 and 4 of the memory phase on cycloheximide (CHX) and mock (0.1% dimethylsulphoxide) treatments. CHX or mock treatment was applied to *Arabidopsis* seedlings at 6 h into the memory phase, as shown schematically on the left of each section. Bottom panel: Immunoblot analyses of HSP21 in accessions N13 and Col-0 in unprimed samples. Note the absence of HSP21 protein. RbcL, Ribulose 1,5-bisphosphate carboxylase/oxygenase, large subunit (loading control). Bands shown for mock- and CHX-treated N13 seedlings (primed) have been rearranged for presentation purpose. The original blot images are shown in Supplementary Fig. 10. (**b**) Signals of immunoblot analyses like in **a** were quantified using ImageJ and normalized to the amount of RbcL in the same samples. Mean±s.d. are given (*n*=3, independent biological replicates each representing a pool of ∼100 seedlings grown on five plates). Asterisks indicate significant difference in the level of HSP21 between CHX- and mock-treated samples at each indicated time point (*P*<0.05; Student's *t*-test). (**c**) Heat map showing the fold change (log2 basis) of the expression of major nuclear-encoded (plastid) chloroplast proteases in Col-0 seedlings at 4 h, 8 h and 24 h after the priming stimulus (that is, during the memory phase) compared with control plants (unprimed). Blue, upregulated; red, downregulated; scale bar given at the bottom of the heat map. (**d**) Immunoblot analyses of HSP21 protein abundance in Col-0 seedlings at days 3 and 4 days of the memory phase on treatment with 1,10-phenanthroline (a metalloprotease inhibitor). Seedlings were harvested for immunoblotting after days 3 or 4. Immunodetection was performed using anti-HSP21 antibody. RbcL, Ribulose 1,5-bisphosphate carboxylase/oxygenase large subunit (loading control). (**e**) Signals of immunoblot analyses like in **d** were quantified using ImageJ and normalized to the amount of RbcL in the same samples. Means±s.d. (*n*=3, independent biological replicates each representing a pool of ∼100 seedlings grown on five plates). Asterisks indicate significant difference in the level of HSP21 between mock- and 1,10-phenanthroline-treated samples at each indicated time point (*P*<0.05; Student's *t*-test). kDa, kilo Dalton. Uncropped gel blots used for the quantification of data in **b** and **e** are shown in Supplementary Fig. 10.

**Figure 6:**
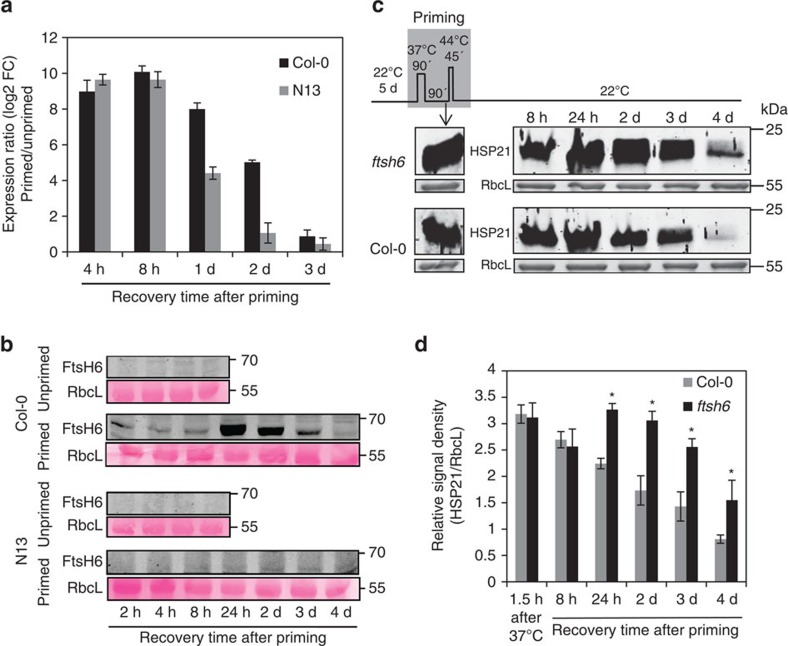
Metalloprotease FtsH6 is involved in thermopriming. (**a**) *FtsH6* expression in *Arabidopsis* N13 and Col-0 seedlings during the memory phase compared to unprimed controls. FC, fold change. Error bars indicate means±s.d. of three independent biological replicates each containing a pool of ∼160 seedlings. (**b**) Immunoblot analysis of FtsH6 protein in accessions Col-0 and N13 at different time points of the memory phase. Immunodetection was performed using anti-FtsH6 antibody (top panels). RbcL, Ribulose 1,5-bisphosphate carboxylase/oxygenase large subunit (loading control; bottom panels). Note the absence of FtsH6 protein in Col-0 unprimed samples and in N13 unprimed and primed samples. (**c**) Immunoblot analysis of HSP21 protein in *ftsh6* mutant (*Salk_012429*) and Col-0 seedlings after the first step of the priming treatment (90 min, 37 °C) and during the thermomemory phase. Immunodetection was performed using anti-HSP21 antibody (top panel). RbcL, ribulose 1,5-bisphosphate carboxylase/oxygenase large subunit (loading control; bottom panel). (**d**) Signals of the immunoblot analyses were quantified using ImageJ and normalized to the amount of RbcL in the same samples. Means±s.d. are given (*n*=3, independent biological replicates each representing a pool of ∼100 seedlings grown on five plates; gel blots used for the quantification are shown in Supplementary Fig. 10). Asterisks indicate statistically significant difference (*P*<0.05; Student's *t*-test) from the Col-0 control. kDa, kilo Dalton.

**Figure 7:**
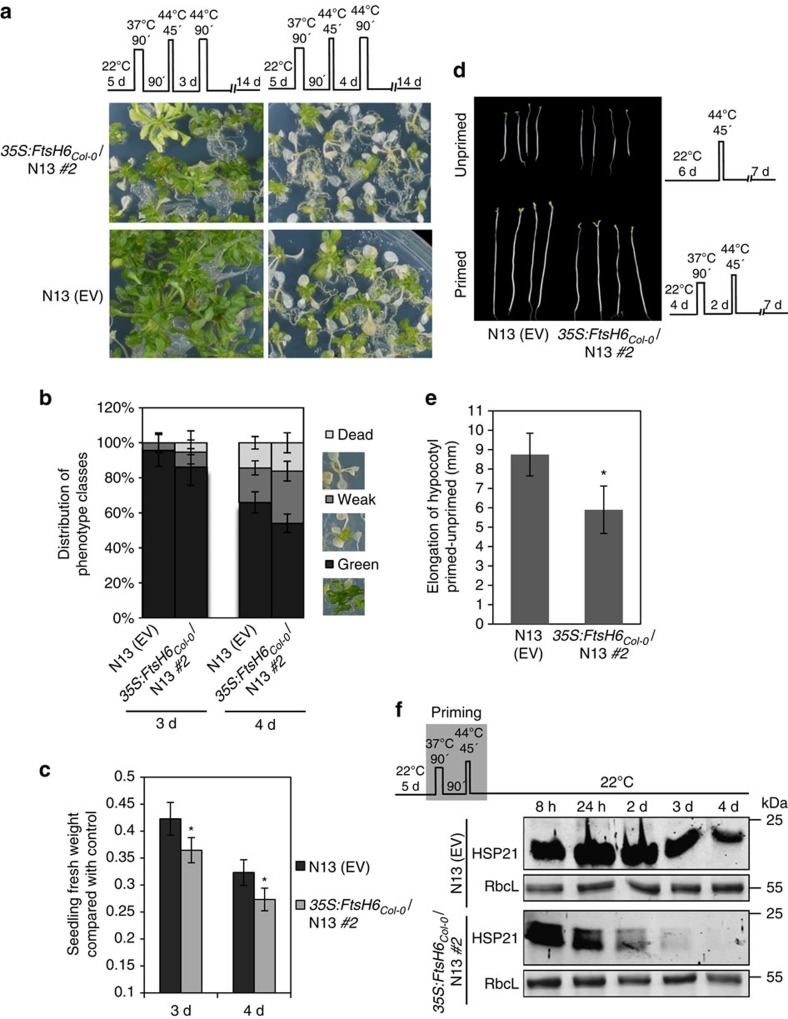
Overexpression of *FtsH6* restricts thermomemory in N13. (**a**) Seedlings of *35S:FtsH6*_*Col-0*_/N13 and N13 EV were exposed to different heat stress regimes schematically shown on the top of each section; heat stress triggering stimulus after 3 days (left panels) and 4 days (right panels), respectively, following the priming treatment. (**b**,**c**) Quantification of results shown in **a**. (**b**) The percentage of seedlings in different phenotype classes. Phenotype analysis was performed 14 days after the triggering stimulus. Images show representative phenotype categories as explained in legend to Fig. 2b. At 3 d and 4 d recovery, data for *35S:FtsH6*_*Col-0*_/N13 are significantly different from N13, except for dead seedlings of *35S:FtsH6*_*Col-0*_/N13 at 4 days (*P*<0.05; Student's *t*-test). (**c**) Seedling fresh weight compared to control plants. Means±s.d. are given (*n*=10 plates with ∼25 seedlings each). (**d**) Hypocotyl elongation assay for *35S:FtsH6*_*Col-0*_/N13 and N13 EV seedlings under heat stress. Six-day-old seedlings were subjected to heat stress triggering stimulus without (unprimed) or with (primed) pre-treatment with moderate temperature stress as shown schematically. Photos were taken 7 days after triggering. (**e**) Hypocotyl lengths measured 7 days after recovery from the heat stress triggering stimulus and compared between primed and unprimed seedlings. Means±s.d. are given (*n*=10 plates with ∼20 seedlings each). Asterisks in **c** and **e** indicate statistically significant difference (*P*<0.05; Student's *t*-test) from the N13 EV control. (**f**) Immunoblot analysis of HSP21 protein in *35S:FtsH6*_*Col-0*_/N13 and N13 EV seedlings during the thermomemory phase. Immunodetection was performed using anti-HSP21 antibody (top panel). RbcL, ribulose 1,5-bisphosphate carboxylase/oxygenase large subunit (loading control; bottom panels). kDa, kilo Dalton.

**Figure 8:**
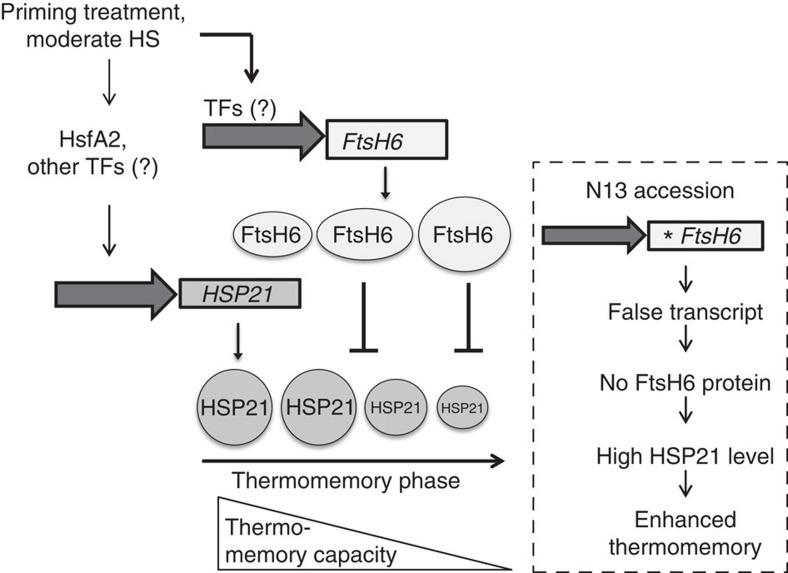
Proposed model for the regulation of thermomemory via the control of HSP21 protein abundance by FtsH6. A priming treatment (heat stress) induces *HSP21* and *FtsH6* expression, and accumulation of the two plastidial proteins. On progression into the memory phase, HSP21 protein abundance decreases due to FstH6 activity, which restricts the duration of the thermomemory. Right: No FtsH6 protein is produced in *Arabidopsis* accession N13, due to DNA polymorphisms in its coding sequence (the asterisk indicates the premature stop codon in the N13 *FtsH6* sequence). The lack of FtsH6 allows HSP21 protein to remain at higher abundance for a longer time, thereby extending thermomemory duration. In addition to HSP21, FtsH6 may control the abundance of other, currently unknown, target proteins during the thermomemory phase (not indicated).

How the deposited data were processed for this re-analysis (not part of the article)

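Whole Col-0 seedlings were profiled on 8 Affymetrix ATH1 arrays, 1 for each of primed and unprimed seedlings at 4, 8, 24 and 48 h into the memory phase. The authors deposited log2 values normalized between arrays, together with the differences between the primed and the unprimed array of each time point. The submitters' processing notes name GCRMA and RMA without versions, the paper's text refers to an earlier publication for the data analysis, and the genome build is not given in the sources used here. The 2 deposited tables held the same values in every cell, and the authors' differences were within 0.01 of the differences of the values. The median of all values was 7.04. The floor of the scale at 2.00 takes the place of depth: 5240 probe sets (23.0%) were at the floor, counted as values within 0.05 of it, in every array and carry hardly any information on priming, and the number of arrays limits the precision of all others.

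Of 22810 probe sets, 64 controls were left out and 22746 were analysed; 21194 of the 22746 are assigned to 1 gene, 1078 to more than 1 and 474 to none. The unit was the probe set. The differences were calculated from the values as deposited and rounded to 2 decimals, and a probe set was counted when the log2 difference was at least 1 in size, the 2-fold limit of the paper. A gene of a list was represented by a probe set of its own, or by one it shares with other genes, counted once; for RVE8 and DEGP7, which have 2 probe sets each, the brighter one was taken, a choice made after the values had been seen. Symbols were taken from the lists and from the RefSeq annotation of assembly TAIR10.1.

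The mean priming effect was tested with limma 3.58.1 in R 4.3.3, with the time point as a block and 3 residual degrees of freedom, and the early against the late effect with 2 residual degrees of freedom. Time points are not replicates, so the residual of the first fit also holds differences of the effect between time points. p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. When tested on simulated data with this design, limma recovered 48.4, 53.4 and 80% of the probe sets with a log2 effect of 1, 2 and 4. It called 19 of 22546 without an effect. For early against late it recovered 28.4, 29.9 and 30.3% and called 9. The residual spreads of the real fit were shuffled over all probe sets, those at the floor included, so planted effects also met spreads near 0. These shares are therefore no measure of the power for real transcripts, and both fits of the real values called 0 probe sets. The prior degrees of freedom estimated from the real data were 0.406 and 0.41.

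The lists of genes cover small HSPs, the HSP70 and HSP110, HSP90 and HSP100/ClpB families, heat shock transcription factors, thermomemory components named by the paper, inactive FtsHi proteases, light harvesting and Rubisco, the circadian clock, seed storage, root markers, cell division, reactive oxygen and iron storage, galactinol and raffinose synthesis, other heat stress regulators, the cold and ABA response, defence, reference genes and the genes of Supplementary Data 1 and 2. Each list's median was set beside the medians of 10000 random lists matched on mean expression in 40 bins. Tested on 100 simulated lists of 20 probe sets, 4 without a shift and 100 with a shift of 0.5 lay above the 95th percentile of the random lists. The simulated values were independent between probe sets and had no floor. They therefore do not show how the percentiles behave for real lists, whose genes may vary together. HSA32 and MCM6 have no probe set. The list of thermomemory components, and with it the rule for naming genes, also takes in RPS1 and pTAC5. For these genes the paper reports no tested role in thermomemory. Genes were named by a fixed rule: the genes the paper names as thermomemory components or reference, the 10 highest and 10 lowest mean differences among probe sets past 2-fold at all 4 time points, up to 4 members of each list with the largest mean differences, the 5 highest and 5 lowest at each time point, the 5 with the smallest adjusted p in each direction for early against late, and the proteases of Supplementary Data 2 past 2-fold at any time point. The values of Supplementary Data 1 and 2 had been seen when the rule was written.

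The alternatives were quantile normalization of the deposited values, centring on the reference genes, leaving out dim probe sets, raising the floor to the 30th percentile of all values (2.38), probe sets of 1 gene only, the other deposited table, the mean of the 4 unprimed arrays as the control, a 1.5-fold and a 4-fold limit, leaving out each pair of arrays in turn, a limma fit without the block, and a limma fit with an intensity trend and robust prior. Although the other deposited table was equal in every cell, that setting gave 2126 in place of 2128 probe sets higher at 4 h. Equal values subtracted alike cannot give another count, so this setting was not the same calculation and is no check of that table. At 4 h it gave 11.99 for HSP21 and 4.47 for FtsH6, the paper's own differences when rounded, against 12.00 and 4.48 in the main setting. The source of this gap was not traced further. The enrichment of gene ontology categories was not analysed here. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.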

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

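All tests of explanations below were chosen after the result was seen; the exchanges of primed and unprimed arrays and the early against late test were planned. No condition has 4 arrays, so no array was compared with replicates of its own condition.

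Seed storage transcripts, which the paper does not discuss, were lower in primed than in unprimed seedlings at 4 and 24 h. The list of 15 seed storage and embryo maturation genes had a median log2 difference of -2.40 at 24 h (percentile 0.0 among random lists), 10 of 15 were at least 2-fold lower, as were 8 at 4 h (median -1.03, percentile 0.0), and SESA5, a 2S albumin, gave -8.47 with a log2 value of 10.47 in the unprimed 24 h array, 2.19 at 8 h and 2.00 at 48 h. In unprimed seedlings the list was higher at 24 h than at 8 h, with a median of 2.09 on the log2 scale, which a steady decline with age would not give. This rise rests on the 1 unprimed 24 h array, whose pool may hold seed material. A decline with age therefore stays open. Seed material in the unprimed 24 h pool stays open, although it would not account for the 4 h pair: the list differed by a median of -2.39 between the unprimed arrays of 48 and 24 h, and 8 of the 15 genes were at least 2-fold higher there than in the unprimed pools of both 8 and 48 h, at most 4 in a random list, but EM1 and CRU2 were at the floor there, and SESA1, SESA2 and CRA1 reached 8.36, 9.19 and 7.53. An effect of priming at every time point has no test here that could decide it: the whole list had a median of 0.00 at 8 h (percentile 48.2) and -0.04 at 48 h, and the 60.0% that were at least 2-fold lower at 8 or 48 h (6 of 10 cases) were taken among members more than 1 above the lowest log2 value in unprimed seedlings, a choice that favours lower values in primed ones.

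Mitochondrially encoded transcripts were higher in primed seedlings at 4 h, and fewer of them were higher at later times. The median log2 difference of 43 probe sets assigned to a single mitochondrial gene, a set chosen after its values were seen, was 2.70 at 4 h and 0.01 at 8 h, and 31 were at least 2-fold higher at 4 h, 14 at 8 h, 7 at 24 h and 0 at 48 h, against a median level at the floor (2.00) in unprimed seedlings at 4 h. Carry-over of organelle RNA without poly(A) tails did not show as a rise of plastid-encoded transcripts, whose 72 probe sets had a median of -0.84 at 4 h. These probe sets had a median level of 11.98 in unprimed seedlings, far above the floor, and may have fallen for another reason. Carry-over therefore stays open. The highest median at 4 h among 10000 random lists matched on expression was 0.15, with a standard deviation of 0.01. The matched probe sets, like the mitochondrial ones, mostly lay near the floor, where differences are close to 0. Normalization that acts on the intensity therefore stays open, since this comparison could hardly show it. A different 5' to 3' balance of the labelled RNA stays open, since 6 pairs of control probe sets had a median 5' minus 3' difference of 0.42 at 4 h but also 0.40 at 24 h, when the mitochondrial median was 0.00; a biological effect 4 h after priming was not tested, as it cannot be told apart from this in 1 array.

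Morning genes of the circadian clock were higher in primed seedlings, most of all at 4 and 24 h. The median log2 difference of 10 such genes, chosen from the clock list by their known phase only after the values were seen, was 2.42 at 4 h, when 6 were at least 2-fold higher and 2 lower, 1.08 at 8 h, when 5 were higher and 2 lower, 1.90 at 24 h, when 9 were higher, and 0.62 at 48 h; at 24 h it was 1.71 with PRR7 and RVE8, left out at first, and 0.13 for the whole list of 21; LHY, a MYB factor of the clock, named after its values were seen, gave 0.01, -3.37, 4.56 and 1.48 at the 4 time points, and CCA1, which is in Supplementary Data 1, gave 3.95 at 24 h. Normalization is argued against, since the highest median at 24 h among random lists was 0.99 (0.65 for the 12 genes). The morning genes' 24 h value minus their 48 h value had a median of -0.42 in unprimed seedlings (-0.27 for the 12) and 0.59 in primed ones. The unprimed value is smaller in size than 1.90, which argues against an unprimed 24 h array that stands apart as the whole cause. It does so only if both unprimed pools were collected at the same clock hour, which is not known. Collection of the primed and unprimed pools at different clock hours may account for the pattern at 24 h, since the evening genes had the opposite sign there (median -0.48, against a standard deviation of 0.14 among random lists) and at 48 h (-0.42), but not at 4 and 8 h (0.13 and 0.53). A shift of the clock by priming predicts the same values and stays open as untested. Since heat was applied in the dark, heat and darkness cannot be told apart if unprimed seedlings stayed in the light.

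Opposite effects early and late were found for a few probe sets, as a difference that limma did not call: 6 were at least 2-fold higher at 4 and 8 h and lower at 24 and 48 h, and 10 the other way round. Examples, chosen after their values were seen, are the transcription factor gene LBD41 (2.19, 2.06, -1.87 and -2.20) in the first group and NAS4, a nicotianamine synthase (-2.78, -3.26, 1.13 and 1.23), in the second. The test of early against late effects from limma called 0 probe sets at an adjusted p under 0.05 (1793 and 2029 at an unadjusted p under 0.05), a number that depends on the fit, with 232 larger early and 81 larger late effects called without the 8 h pair of arrays and 79 and 48 without the block.

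The 2-fold rule at all 4 time points gave 94 probe sets for the real pairing and at most 16 when primed and unprimed were exchanged at some time points. These 16 are the 6 and 10 probe sets with opposite effects early and late described above, so they are no separate measure of chance. Only 1 of 8 patterns, the real pairing itself, reached 94, and 8 patterns are too few for a share under 0.05. For limma with the time point as a block, all 8 patterns gave 0 calls, the real pairing included. Without the block, chance could not be excluded: 2 of 35 splits of the arrays (a share of 0.057), the real one among them, called at least the 8 probe sets of the real one, and the split of early against late arrays called 23, which points to the time of harvest as a structure of the arrays.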

How the results depend on the processing

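One added setting, the unprimed 48 h array as the control at 24 h, was chosen after seeing the data; the others were planned. The HSP count stayed between 13 and 20, and FtsH6 was the 1 protease higher at 4, 8 and 24 h under every setting that covers it. The log2 differences of HSP21, and those of FtsH6 at 4, 8 and 24 h, moved most when the floor was raised to 2.38. Raising the floor lowers them by construction (to 11.62 and 4.11 at 4 h), so their small moves are no measure of precision. The added setting gave 71 probe sets higher and 32 lower at all 4 time points, and it moved the median of the mean log2 differences of the seed storage list towards 0, to -0.45, and that of the clock list from 0.57 to 0.67. What limits depth is the floor: a gene at the floor in unprimed seedlings alone has a difference that is too small, and one at the floor in both arrays has none that can be measured.

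By construction, the counts moved with the fold limit. At 1.5-fold, 134 probe sets were higher and 114 lower at all 4 time points, with 3558 and 3877 at 4 h, 3385 and 3320 at 8 h, 1620 and 1380 at 24 h and 559 and 883 at 48 h. At 4-fold these numbers were 29 and 0, then 806 and 625, 419 and 424, 124 and 57, and 42 and 33. Leaving out 1 pair of arrays gave 75 to 164 probe sets higher and 34 to 82 lower at all remaining times, the highest of both without the 48 h pair, and 38 lower without the 8 h and 48 without the 24 h pair; HSP21 ranked 1 to 2, an order the floor leaves without meaning. With the mean of the unprimed arrays as the control, 397 were higher and 208 lower at 24 h and 274 higher at 48 h. Without dim probe sets, 217 were lower at 24 h and 112 at 48 h, since fewer probe sets were counted.

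Calls from limma depended on the fit, and the cause was not tested. The mean priming effect gave 7 positive calls without dim probe sets, and 6 positive and 2 negative without the block. A larger early effect was called for 37 probe sets without dim ones, 79 without the block and 9 with the trend and robust prior, and for 0 to 232 when a pair was left out (232 without the 8 h pair). A larger late effect was called for 33, 48 and 12 under the same settings, for 1 after quantile normalization, and for 0 to 81 when a pair was left out (81 without the 8 h pair). Of 171 values of list medians, 165 kept their sign, 56 moved by more than the spread of random lists and none changed its sign by more than that spread.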

Differences from the paper's values

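With the unprimed array of the same time point as the control, the counts over all 4 time points at the 2-fold limit lay within 1.5 times the paper's. With a pair of arrays left out, the lower count (34 to 82) was always past 1.5 times the paper's. Without the 48 h pair, the higher count (164) was as well. A rule over fewer time points can only keep or raise a count. These counts therefore do not compare like with like and are no disagreement with the paper, whose rule covers all 4 time points. The paper gives 60 genes higher and 19 lower at all 4 time points, and 69 and 25 probe sets were found; all 60 and all 19 of Supplementary Data 1 were among them, with values within 0.01. Of the 9 additional higher probe sets, 5 are assigned to several genes and 4 to none, and of the 6 additional lower ones 3 are assigned to several genes, 1 to none and 2 to a single gene. These 2 are SUS4 at 4 h and SULTR2;1 at 48 h, named after their values were seen, whose rounded differences at these times lie exactly at the 2-fold limit. With probe sets of 1 gene only, set before the data were examined, the counts were 60 higher and 21 lower, and the HSP count was 17, the paper's number, against 18 with shared probe sets. With the mean of the 4 unprimed arrays as the control, also set beforehand, 72 were higher and 34 lower, the latter more than 1.5 times the paper's number.

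For FtsH6 in Col-0 the paper's quantitative PCR, a different assay, gives log2 ratios of about 9 at 4 h, about 10 at 8 h, about 8 at 24 h and about 5 at 48 h in Fig. 6a, read by eye, and the arrays gave 4.48, 5.12, 3.18 and 0.00. FtsH6 was at the floor in all unprimed arrays, so the array values at 4, 8 and 24 h are lower bounds and do not contradict larger ratios. The paper states that FtsH6 stayed high until day 2 of the memory phase; at 48 h both array values were at the floor, where the ratio cannot be measured. HSP21 was higher at 48 h on the arrays, as the paper states.

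In Supplementary Data 2, 4 of 39 genes differ from the values here by 0.02 at most and all others by 0.01 at most; these 4 genes, DEGP4, DEGP11, DEGP12 and DEGP13, were at the floor in all 8 arrays, where the difference was 0.00.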

Other observations

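All sets of genes not listed in the summary of the processing were chosen only after the result was seen; the lists and their tests were planned. Regulators of the heat stress response were high early and mostly within 2-fold at 48 h. Of 21 heat shock transcription factor probe sets, 13 were at least 2-fold higher and 2 lower at 4 h, and 0 were higher and 1 lower at 48 h, with a median of 1.94 at 4 h and 0.00 at 48 h. The activator gene HSFA3 gave 6.26, 4.11, 0.28 and 0.21 and HSFB2A, of the repressor class, 6.28, 3.23, 1.79 and 0.64. All 5 other heat stress regulators were higher at 4 and 8 h, among them the transcription factor gene DREB2A (6.76 at 4 h and 0.95 at 48 h) and the transcriptional coactivator gene MBF1C (3.56 and 0.73). Of the list of thermomemory components and related genes named by the paper, 6 had a probe set and 3 were higher at 4 h. ROF1, a co-chaperone, gave 2.06 and 1.11 at 4 and 8 h. The NAC transcription factor gene JUB1 was at or near the floor in all arrays. RPS1, a plastid ribosomal protein, gave -0.46 and -0.98, and pTAC5, a plastid chaperone-like protein, 0.00 and -0.16. The paper states that a need for RPS1 in thermomemory was not tested, and it describes pTAC5 as an interactor of HSP21. In the cold and ABA response list, 10 of 14 probe sets were higher at 4 h and 1 at 48 h, with the dehydration-responsive RD29A at 5.42, 4.87, -0.04 and 0.14, whereas COR414-TM1, of a plastid membrane protein, was lower at all 4 time points (-2.64 at 48 h). In galactinol and raffinose synthesis, 2 of 5 were higher at 4 h, GOLS1 and GOLS2 (5.87 at 4 h and 0.00 at 48 h).

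Part of the cell division and root transcripts were lower early. Of 17 cell division probe sets, 2 were at least 2-fold lower at 4 h, 7 at 8 h and 0 at 24 and 48 h, with a median of -0.82 at 8 h and, for example, KNOLLE, a syntaxin of the cell plate, at -1.15, -1.12, -0.58 and -0.21. Of 12 root markers, 5 were lower at 4 and 8 h, among them the root hair cell wall gene PRP3 (-2.35 and -3.63) and the iron transporter gene IRT1 (-5.84 and -2.56, and 1.84 at 48 h). Among 10 defence probe sets, 4 were at the floor throughout, 2 were lower at 4 h, 3 at 8 h and 2 at 48 h, and the lowest median was that at 48 h (-0.38); PR5, a thaumatin-like protein gene, gave -2.95 and -3.07 at 4 and 8 h, and the median at 8 h, -0.02, became 0.06 with the arrays centred on the reference genes. Of the inactive FtsHi proteases, 1 of 5 was lower at 4 h and 2 at 8 h, with FTSHI2, of the plastid envelope, at -1.65 and -1.22. Light harvesting and Rubisco transcripts had medians of 0.22, -0.28, -0.09 and -0.08, with 2 of 15 probe sets higher at 4 h and the antenna protein gene LHCB4.3 at -3.45 at 8 h. The 21 clock probe sets had a median of 0.94 at 4 h and -0.03 at 48 h, with the pseudo-response regulator gene PRR7 at 5.13 and 5.64 at 4 and 8 h. The 9 reference gene probe sets had medians between -0.01 and 0.02 and none was past 2-fold; ACT2, the reference gene of the paper's PCR, differed by -0.23, -0.27, 0.44 and 0.14. The 79 genes of Supplementary Data 1, chosen by the study on these arrays and so not independent evidence, were past 2-fold at all 4 time points in 60 cases higher and 19 lower; 77 passed limma when adjusted over the list alone and 0 over all probe sets. Adjusted over the list alone, 1 gene each passed in the clock, seed storage, root and galactinol lists and 0 in the other lists except the small HSPs.

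Early against late, the smallest adjusted p from limma was 0.073. It was shared by genes whose differences were nearly equal at 4 and 8 h and at 24 and 48 h, such as PFK2, a phosphofructokinase (1.86, 1.86, -0.10 and -0.14), the embryo development gene MEE14 (0.55, 0.52, -1.29 and -1.25), NAI2, of ER bodies (-2.61, -2.56, -0.02 and 0.00) and the sterol desaturase gene CYP710A2 (-2.86, -2.89, -0.38 and -0.43).

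Transcripts of genes from protease families outside the list of Supplementary Data 2 were also higher at all 4 time points, and are named after their values were seen. Whether their proteins are active proteases, and whether they are in plastids, was not examined here. EGY3, annotated as an S2P-like metalloprotease, gave 7.84, 6.46, 3.41 and 1.27, and DEG14, a serine protease of the Deg family, gave 5.60, 4.31 and 1.59 at 4, 8 and 24 h. At the highest early differences, the DNAJ gene AT1G71000 gave 11.26 at 4 h and 0.00 at 48 h.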
